# Mild hydrostatic pressure triggers oxidative responses in *Escherichia coli*

**DOI:** 10.1371/journal.pone.0200660

**Published:** 2018-07-17

**Authors:** Aurelie Guyet, Martyn Dade-Robertson, Anil Wipat, John Casement, Wendy Smith, Helen Mitrani, Meng Zhang

## Abstract

Hydrostatic pressure is an important physical stimulus which can cause various responses in bacterial cells. The survival and cellular processes of *Escherichia coli* under hydrostatic pressures between 10 MPa and 110 MPa have been studied. However, understanding bacterial responses to moderately elevated pressure of up to 10 MPa is useful for a range of different applications including for example in smart and responsive materials. In this study, the genetic responses of *E*. *coli* K-12 MG1655 to 1 MPa pressure was examined using transcriptomic analysis by RNA-Seq. The results show that 101 genes were differentially expressed under 1 MPa pressure in *E*. *coli* cells, with 85 of them up-regulated. The analysis suggested that some genes were over expressed to adapt the increase of oxygen levels in our system, and several functional categories are involved including oxidative stress responses, Fe-S cluster assembly and iron acquisition. Two differentially expressed genes *azuC* and *entC* were further investigated using RT-qPCR, and GFP reported strains of those two genes were created, AG1319 (*P*_*azuC*_ *azuC-msfgfp*) and AG1321 (*P*_*entC*_ *entC-msfgfp*). A linear response of *azuC* expression was observed between 0 MPa to 1 MPa by monitoring the fluorescence signal of strain AG1319 (P_*azuC*_ *azuC-msfgfp*). This study is the first report to demonstrate the genetic response of bacterial cells under 1 MPa hydrostatic pressure, and provides preliminary data for creating pressure sensing bacterial strains for a wide range of applications.

## Introduction

Hydrostatic pressure is an important physical stimulus particularly in deep-sea environments. Microorganisms, which are able to grow at moderately higher than atmospheric pressures (0.1–10 MPa), are considered to be piezotolerants. Others require higher pressure, such as 10–50 MPa and even over 50 MPa, for optimal growth, and are referred to as piezophiles and hyperpiezophiles, respectively [1]. Studies have been performed to investigate the response and survival of microorganisms under hydrostatic pressure for various reasons. Food technology scientists have developed ultra-high pressure (≥ 100 MPa) processes which are used to inactivate pathogens, without altering the properties of food, as an alternative to temperature pasteurisation [2], which can alter taste and consistency. High-pressure treatments have a much smaller impact on vitamins and flavour molecules than high temperature treatments, and this means that processed foods maintain freshness. These benefits mean that, this process is widely used in vegetable, meat and drink production. However, some studies have shown that certain pathogens have a high-pressure resistance. Malone, for example, reported genes of *Escherichia coli* O157:H7 that are involved in High-Pressure Resistance [3]. These findings have caused major concern among food processors and regulatory agencies. Most studies of hydrostatic pressure in biological systems have been conducted between 10 MPa (equivalent to sea depth of 1 km) to 100 MPa [4]. Recently, several studies on the effect of elevated pressure (10 MPa) on bioprocesses were conducted which have demonstrated that 10 MPa could improve biomass and/or product biosynthesis productivity [2]. However, there are no publications available on how microorganisms respond to moderate elevated pressure (0.1 MPa to 1 MPa) at a molecular level. With the development of synthetic biology techniques, bacterial response to pressure also has wider potential applications. Many bacteria-based sensors have been engineered to respond to different stimulus such as chemicals or light [5]. In mammalian cells there are known pressure-sensing promoters responsible, for example, for bone remodelling [6, 7]. However, there are currently no characterised low elevated (above normal atmospheric) pressure sensing genes within bacteria and no engineered pressure sensing strains for mild elevated pressures. If a bacterial pressure sensor were produced it might have broad applications as, for example, a control in industrial chemical synthesis or for detecting mechanical changes in soil substrates for soil improvement [8]. There is a demand, therefore, to understand the effect of mild elevated pressure on bacteria and to generate an overall view of genetic responses to a range of the hydrostatic pressures.

To study the effect of mildly elevated pressures in more detail we started with the model bacterium *E*. *coli*. A number of studies have investigated hydrostatic pressure effects on *E*. *coli* in the last 20 years, although *E*. *coli* is not a bacterial species that ordinarily grows at high pressure. *E*. *coli* cells are not believed to have evolved specific adaptation mechanisms to high pressure so many changes caused by elevated hydrostatic pressures appear to overlap with the responses to other environmental stresses, such as temperature, pH and high oxygen levels etc. [2]. Several studies on the response of *E*. *coli* to a wide range of pressure below 100 MPa revealed that both heat shock proteins and cold shock proteins are up-regulated to adapt to the elevated pressure [9, 10]. Those studies also reported that elevated pressure changes the expression of the DNA-binding protein H-NS. It has been proven that H-NS protein is essential for cell growth under high-pressure conditions and likely to be a transcriptional regulator for genes related to the adaption of *E*. *coli* to high pressure [3]. In addition, studies show that high pressure and ultra-high pressure can induce oxidative stress and trigger an “SOS” response in *E*. *coli* [3, 11, 12]. Studies also suggested that high pressure could cause indirect DNA damage due to the activation of endonuclease, which, in turn, gives the signal to induce an SOS response in *E*. *coli* cells [11, 13].

This paper describes experimental work to investigate the genetic response of *E*. *coli* to mild elevated pressure (1 MPa) using transcriptomic analysis by RNA-Seq. The functions of genes involved in adaption of *E*. *coli* cells to 1 MPa were analysed to elucidate the potential physiological events under such pressure. The changes in expression level under pressure of two selected genes were confirmed using RT-qPCR and one gene was further characterised under a range of pressures between 0 MPa and 1 MPa.

## Materials and methods

### Strains and culture conditions

*E*. *coli* K-12 MG1655 was used for transcriptomics analysis of gene expression responding to mild elevated pressure (1 MPa), construction of GFP reporter strains to test pressure sensitivities of selected genes and as the negative control for pressure sensitivity experiments. *E*. *coli* K-12 MG1655 derived strain, HS524 (*mreB-msfgfp*) [14] was used in pressure sensitivity experiments as the positive control for GFP fluorescence signal. All bacterial strains and plasmids used in this study are listed in S1 Table.

*E*. *coli* K-12 MG1655, its derivatives and HS524 were grown shaking at 160 rpm at 37°C in LB-Miller broth (pH 7.4) or in M9 medium to minimise the GFP fluorescence background signal. M9 medium contained, 6 g/L of Na_2_HPO_4_ anhydrous, 3 g/L of KH_2_PO_4_, 0.5 g/L of NaCl, 1 g/L of NH_4_Cl, 0.4% (wt/vol) of glucose, 2 mM of MgSO_4_, 0.1% (wt/vol) of casamino acids and 0.1 mM of CaCl_2_. Strains were streaked on LB agar plates and grown in presence of ampicillin (100 μg/mL), chloramphenicol (12.5 μg/mL) or kanamycin (50 μg/mL), when needed.

### Transcriptomic response to low pressure exposure

A comparative transcriptomics experiment was conducted to observe the changes in gene expression of *E*. *coli* exposed to mild elevated pressure (1 MPa) in a bespoke pressure vessel (S1 Fig) which consisted of a stainless-steel chamber of an internal diameter of 6 cm, a lid with an input valve and a digital thermometer. The pressure vessel was connected to a cylinder of synthetic air consisting of 20%/80% oxygen/nitrogen pressurised to 20 MPa. The input valve of the compressed air cylinder was connected to a regulator with a maximum output pressure of 1 MPa.

Initially, 40 ml of *E*. *coli* culture was grown to an OD_600 nm_ of 0.7, and 1 ml aliquots placed into the pressure vessel vertically. The vessel was sealed and pressurized at 1 MPa for 15 min. The temperature within the chamber was recorded during periods of pressure treatment. The high-pressure samples (HP) refer to the tubes with modified caps with 1 mm holes drilled through the top, and the low-pressure samples (LP) refer to the tubes sealed with normal caps to protect them from pressure change. The samples were immediately removed and spun down for 1 min at 14,000 *x g* at room temperature (RT). The pellets were stored at -80°C in preparation for RNA extraction.

Total RNAs from two biological replicates, each with two technical replicates were extracted using the Total RNA Purification Kit (Norgen Biotek, UK) according to the manufacturer’s protocol with the addition of 1 mg/ml lysozyme for cell lysis. The lysates were applied to gDNA removal columns and rRNA was removed from total RNA using a Ribo-Zero rRNA removal kit (Illumina, UK) following the manufacture’s instruction for Gram-positive bacteria. To check the quality and quantity of the RNA, samples were analyzed using a Bioanalyser 2100 (Agilent Genomics, UK). The sequencing libraries were prepared from the enriched mRNAs using the NEBNext Ultra RNA library prep kit (NEB, UK), and independently indexed using NEBNext multi-plex oligos for Illumina (NEB, UK). The libraries were pooled at equimolar ratios before they were sequenced using MiSeq Reagent Kit v3 600 cycles (Illumina,UK).

The quality of sequencing data was assessed using FastQC, (V11.2) before the reads were trimmed using Trimmomatic (V0.33). The trimmed reads were aligned against *E*. *coli* MG1655 (GenBank: U00096.3) using bowtie2 (Version 2.2.4). The counts of reads aligning to genomic features were obtained using the 'featureCounts' function from the R package 'Rsubread'. The overall quality was then analysed through a principal component analysis (PCA). Gene annotation was obtained from the EcoCyc *E*. *coli* Database (https://ecocyc.org/). The R package 'DESeq2' (Version 1.12.4) was used to calculate differential gene expression between the LP group and the HP group. The genes with a Benjamini and Hochberg P-value of less than 0.05, log_2_ > 1.584 and where the difference in expression ≥ 3 fold were considered as differentially expressed.

In order to try to understand the main biological functions of the differentially expressed genes identified from RNA-Seq analysis, the differentially expressed genes were submitted to the Clusters of Orthologous Groups of proteins (COGs) database (https://www.ncbi.nlm.nih.gov/COG/) and Gene Ontology (GO) analysis (http://geneontology.org/). All RNA-Seq data were deposited to Gene Expression Omnibus Database under the accession number GSE114917.

### Confirmation of selected pressure sensitive targets using RT-qPCR

The functions of the differentially expressed genes were analysed, and two genes with fold changes (Fc) at different levels were selected for further study (S2 Table). To further investigate the RNA-Seq results, the expression of these two differentially expressed genes under 1 MPa pressure treatment were analysed using reverse transcription quantitative PCR (RT-qPCR). The housekeeping gene *rrsA* was chosen as a reference gene for the RT-qPCR experiment due to the stability of its expression under control and pressured conditions (data not shown). Primers binding to *rrsA*, *azuC* and *entC* (S2 Table) were designed using Primer3plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi). The pressure treatment and the total RNA extraction were performed as described in transcriptomic experiment with the addition of the no-pressure samples (NoP) which refer to samples placed outside the pressure vessel vertically. Then 0.5 μg of total RNA from each sample were converted into cDNA using the High-Capacity cDNA Reverse Transcription Kit with RNA inhibitor (Applied Biosystems, UK). cDNA were diluted at 1:60 and 6 μl were used in a 20 μl final PCR reaction using GoTaq qPCR Master Mix (Promega, UK). The reactions were performed in a Rotor-Gene Q real-time PCR cycler (Qiagen, UK), and the PCR cycler was set up with 95°C for 10 min, followed by 40 cycles of 95°C for 5 s and 60°C for 30 s. For the melting curves, a ramp from 50°C to 99°C was set up to rise 1°C each step, holding for 5 s at each step. Melt-curves analysis confirmed the efficiency and specificity of the primer pairs chosen. The threshold cycle (CT) values were obtained from the amplification curves, and the gene expression Fc was calculated using the 2^−ΔΔCT^ method [15]. The housekeeping gene *rrsA* was used as reference gene to normalize the qPCR data to cDNA input levels. RT-qPCR was performed with one biological sample for each pressure condition and set up with three technical replicates. *n*-fold change in transcript levels were normalized with respect to *rrsA* and to NoP samples.

### Creating pressure sensitive GFP reporter strains

To monitor the pressure sensitivity in the promoters of the selected differentially expressed genes (*azuC* and *entC*), the GFP reporter system was cloned into the targeted loci of the *E*. *coli* MG1655 chromosome to create a translational fusion. Firstly, we engineered two plasmids pAGcc3 and pAGcc4 (S1 Table and S2 Fig) carrying the features of interest flanked by the chromosomal DNA regions of the gene targeted. The assembled features were then amplified in a single linear DNA product which recombined to *E*. *coli* chromosome using the lambda red recombinase system to achieve targeted mutagenesis [16].

Plasmids pAGcc3 and pAGcc4 (S2 Fig) were obtained by Gibson assembly cloning and carry common features obtained by PCRs which are described hereafter, and all the primers are presented in S3 Table. Plasmid pBAD33 [17] was used as construct backbone (pBAD). The sequence was amplified using primers AG649-650. The 732 bp monomeric superfolder *gfp* gene was amplified from plasmid pHJS105 (*msfgfp*)[18]. A chloramphenicol resistance cassette (*cat*) containing 918 bp was amplified from pBAD33, whereas the 121 bp long terminator of transcription (T0) was amplified from pSEVA235. The primers used in the PCR reactions for *msfgfp*, *cat* and T0 were AG653-654, AG655-656 and AG 657–658, respectively. Chromosomal DNA of *E*. *coli* MG1655 was used as the template to amplify what were denoted as the upstream and downstream parts, which corresponded to the flanking DNA regions of locus of interest.

To engineer plasmid pAGcc3 (S2A Fig), a 586 bp upstream part was obtained by PCR, using primers AG651-652 to amplify *azuC* promoter and *azuC*. The 609 bp downstream part corresponding to the DNA located downstream *azuC* was amplified with primers AG659-660.

To create plasmid pAGcc4 (S2B Fig), the upstream part composed of the last 551 bp of *entC* coding DNA sequence was amplified from MG1655 chromosomal DNA using AG661-662 primers. As *entCEABH* is organized in one operon, pAGcc4 was designed to have the transcription of *entEABH* under the control of a second copy of *entC* promoter. The downstream part of pAGcc4 was composed of two chromosomal DNA regions. One was the promoter of *entC*, obtained using primers AG663-664 and was assembled downstream of the T0 part. The other chromosomal DNA was amplified with primers AG665-666 and carried 571 bp corresponding to a 5’ part of *entE* CDS which would allow recombination to the chromosome during the mutagenesis.

The above DNA parts were amplified by PCR using Q5 DNA polymerase (NEB, UK), and the residual template plasmids was removed by a *Dpn*I restriction digest. Gibson assembly reactions were performed using NEB Gibson Assembly® Cloning Kit (NEB, UK) according to the manufacturer’s instructions. The reaction mixture then was transformed into competent cells o*f E*. *coli* NEB 5α, and selected on LB agar plate containing 12.5 μg/ml chloramphenicol. The colonies were analysed by PCR reactions using selected primers in S3 Table, each positive clone carries all the plasmid parts. The plasmids were extracted and then confirmed by sequencing (GATC Biotech).

The translational fusion strains AG1319 (P_*azuC*_ *azuC*-*msfgfp*) and AG1321 (P_*entC*_ *entC*-*msfgfp*) were generated using the lambda red recombinase system [16]. The linear DNAs bearing the designed plasmid parts (*cat*, *msfgfp*, T0, upstream and downstream) were amplified from pAGcc3 and pAGcc4 using primers AG670-671 and then purified using the QIAquick PCR purification kit (Qiagen, UK) and transformed into *E*. *coli* MG1655 pKD46 electro-competent cells. The positive transformants were selected on LB-agar containing 12.5 μg/ml chloramphenicol at 30°C and afterwards were confirmed to be sensitive to ampicillin. Using PCR screening, positive mutants were identified as amplicon of 2107 bp and 2427 bp generated using primers AG677-678 (*azuC*) and AG675-676 (*entC*), respectively. The correct loci integrations were confirmed by sequencing (GATC Biotech) the PCR products. All the primers are presented in S3 Table.

### Characterisation of GFP responses of the engineered strains exposed to pressure

To measure the GFP responses to pressure, overnight cultures of strains MG1655, AG1319 and HS524 were diluted to an OD_600 nm_ of 0.04 and grown in M9 medium at 37°C for 3 hours. For each strain, 1 mL aliquots were treated under a range of pressures at 37°C for period of 3 hours. At end of treatment, three aliquots of 200 μl from each sample were transferred into a 96-well plate (Greiner BIO-ONE CELLSTAR, 655088), then the TECAN Spark^TM^ 10M multimode Microplate reader was used to monitor the optical cell density at OD_600 nm_ and the GFP signal with excitation 485 nm /emission filter 510 nm. *E*. *coli* strain HS524 was used as a positive control, as *mreB-msfgfp* expression was not sensitive to pressure in our tested conditions. The quantification of the signal, that is the relative fluorescence units per OD_600nm_ (RFU.OD_600nm_^-1^) was calculated using Eq [1]. This equation takes into account the noise from the medium as blank and the natural fluorescence of the wild type (wt) MG1655. The signal was normalised to the cells density for each strain.

$$RFU.{OD600nm}^{-1}=\frac{Avg.\;of\;(GFPstrain-GFP\;blank)}{Avg.\;of\;(OD600strain-OD600blank)}-\frac{Avg.of\;(GFPwt-GFP\;blank)}{Avg.\;of\;(OD\;600wt-OD600blank)}$$ Eq [1]

Six distinct assays were performed when strains were exposed to one of following pressure conditions: 0, 0.2, 0.4, 0.6, 0.8 and 1 MPa. Each assay contained three biological samples, with technical triplicates for each biological sample.

## Results

### Overview of transcriptomic response to low-pressure exposure

In order to study the *E*. *coli* genes response to mild elevated pressure, the *E*. *coli* cells were treated with 1 MPa pressure and the transcriptome of treated cells (HP) was compared with that from the control cells (LP) placed in the pressure vessel. 

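RNA-Seq was carried out on 8 libraries of *E*. *coli* MG1655, a laboratory K-12 strain, 4 from HP tubes and 4 from LP tubes. All tubes stood for 15 min in the same vessel at 1 MPa, and the vessel was filled with synthetic air of 20% oxygen and 80% nitrogen. The HP tubes had caps with a drilled hole, and the LP tubes were closed with normal caps. HP1 and HP2 were technical replicates of one culture and HP3 and HP4 of another, and LP1 to LP4 were arranged in the same way. Each library therefore counts once in n, while each group rests on 2 cultures. The authors trimmed the reads, aligned them to the MG1655 sequence with bowtie2 and counted reads per gene with featureCounts. The authors' deposited counts were not normalized. Between 2374408 and 3601963 reads per library were counted on genes in HP (median 3055961) and between 3016401 and 3853764 in LP (median 3555594). LP4 had 3444532. From these counts, normalization factors were computed by the TMM method, and levels are given as CPM, a gene's share of its library's count scaled by these factors. HP and LP were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. As in the paper, LP4 was left out because of a suspected leak. The technical replicates entered as separate samples here. Of 4452 genes, 3510 had enough counts to be tested. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change beyond 1.584 in either direction, which is the paper's threshold of 3 fold. Values with LP4 included are given beside the main results. The thresholds, samples, tests of HP against LP and gene lists used beside the conclusions were set before the data were examined. The comparison of LP4 with the ranges of the other libraries was chosen after LP4's position was seen. The paper's text does not name the strand setting of the counting, so a read on an overlap of 2 genes cannot be assigned with certainty. Gene positions on the MG1655 chromosome are those in the authors' deposited table of fold changes.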

Four samples from two biological cultures, each with two technical replicates were prepared for each condition. During the periods of pressure treatment, the temperatures in the pressure vessel were recorded (S3 Fig). Within 40 s after the pressure was applied, there was a 3.5°C increase from 26.7°C to 30.2°C, and then a gradual drop to 26.9°C for the duration of the experiment. As the vessel was depressurised, the temperature dropped briefly to 24.4°C degrees before the samples were removed for RNA extraction.

The principal component analysis (PCA) shows that up to 87% of the variance represented by PC1 was attributable to the pressure treatment and 4% of the variance represented by PC2 was attributable to the individual samples (S4 Fig). However, it is noticeable that one of the LP sample was much closer to counts for the HP samples. 

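Principal components were computed over all 8 libraries from log2 CPM (prior count 2) of the 500 most variable genes. PC1 held 82.7% of the variance and PC2 held 4.94%. The 4 HP libraries lay between 5.75 and 21.2 on PC1, with a mean of 13.6 ± 6.43 (SD, n = 4). LP1, LP2 and LP3 lay between -22.8 and -18.9, with a mean of -20.7 ± 1.97 (SD, n = 3). LP4 lay at 7.60. Without LP4, PC1 held 84.0% of the variance over 7 libraries. The choice of genes moved the share most, to 74.2% over all genes that passed the filter on low counts. PC2 ran from -7.66 in HP2 to 6.64 in HP4, so it mainly parted HP libraries from each other.

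**Figure D1:**
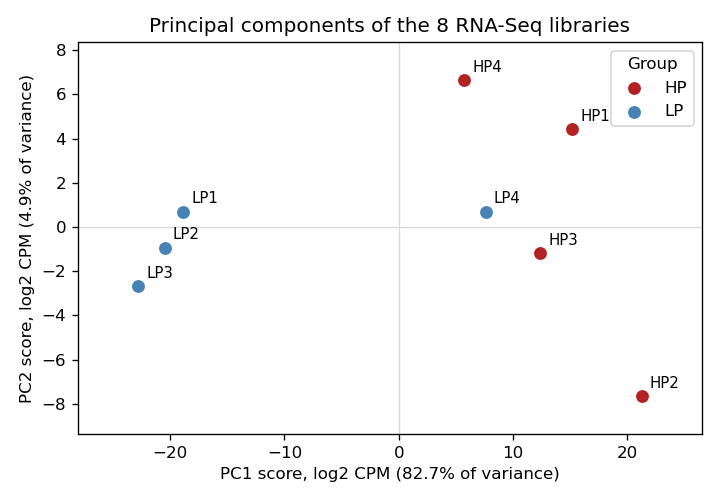
Scores of the 8 libraries on PC1 (x axis) and PC2 (y axis), in units of log2 CPM, with 1 point per library coloured by group. LP1 to LP3 sit at the left, between -22.8 and -18.9, and LP4 sits at 7.60, between HP4 at 5.75 and HP3 at 12.4.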

We suspected that there was a leak in this sample during the pressure treatment, so it was removed in the differential expression analysis.

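On PC1, LP4 lay at 0.824 of the way from the mean of LP1 to LP3 to the mean of HP. Over the same 500 most variable genes, its root mean square log2 difference was 0.625 to the HP libraries on average and 1.35 to the LP1 to LP3 libraries. Of the 103 genes called differentially expressed without LP4, LP4 lay inside the range of the 4 HP libraries for 81 and between the LP1 to LP3 range and the HP range for 21. It lay inside the LP1 to LP3 range for 0 of them. A further HP library would by chance lie inside the range of 4 others for 60% of genes, and LP4 did so for 78.6%. LP4's total count of 3444532 was within the range of the other libraries. When every library was thinned to 2374408 counts, the smallest total, LP4 stayed at 0.835 of the way on PC1.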

Overall, there were 101 genes that displayed a significant change in expression with a cut-off of Fc ≥ 3. Among these, 85 genes were up-regulated when the cells were exposed to 1 MPa up to 21-fold difference (S4 Table) and 16 genes down-regulated up to 9-fold (S5 Table). 

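Over the 7 libraries the paper used, 103 of 3510 genes were differentially expressed (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). They included 98 of the 101 genes of S4 and S5 Tables. The other 3, *azuC*, *ybdZ* and *yjjZ*, had too few counts to pass the filter. Without that filter 4393 genes were tested, 126 were called and all 101 genes of the tables were among them. With LP4 included, 34 of 3456 genes were called, 33 of them in S4 and S5 Tables. The 1 gene outside the tables was *efeU*, of the *efeUOB* operon that the paper names for uptake of ferrous iron. When the 2 technical replicates of each culture were summed, 118 genes were called without LP4 and 39 with it. Leaving out each library or culture in turn gave between 78 genes, without HP1 and HP2, and 191, without HP3 and HP4. Without LP1 and LP2 there were 167. A test of the fold against 3 itself, edgeR's glmTreat, called 31 genes.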

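Of the 103 genes, 87 were higher in HP and 16 lower. With LP4 included, 29 were higher and 5 lower. The most strongly raised gene with over 3 counts in LP was *entC*, at a log2 fold change of 5.43 (standard error 0.39), and it was not called with LP4 included. The gene *fes*, for an esterase that frees iron from enterobactin, had 174 counts in the 4 HP libraries and 1 in LP1 to LP3, a ratio of 152 per count sequenced (95% counting interval 26.9 to 6020). The most strongly lowered gene was *yccM*, a predicted membrane protein gene at 1052289 to 1053362. Its level was 16.6 ± 5.80 CPM (SD, n = 4) in HP and 96.33 ± 26.0 CPM (SD, n = 3) in LP1 to LP3, a log2 fold change of -2.53 (standard error 0.26, adjusted p = 3.34e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). LP4 was at 21.4 CPM, and with it the log2 fold change was -2.22 (adjusted p = 0.0368). Without HP3 and HP4, which are 1 culture, 70 genes were lower in HP, and without HP2 there were 8. The number of raised genes lay between 70, without HP1 and HP2, and 132, without LP1 and LP2.

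**Figure D2:**
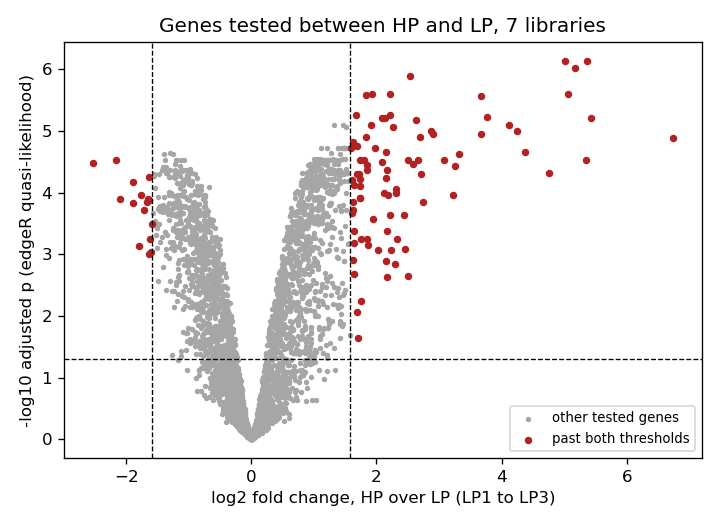
Log2 fold change of HP over LP1 to LP3 (x axis) against -log10 of the adjusted p (y axis) for 3510 genes, with 1 point per gene and dashed lines at the thresholds. The 87 red points to the right of the lines and the 16 to the left are the genes called differentially expressed.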

The functions of these genes were analysed using COG and GO classes. 101 genes were classified into 15 COG categories (Fig 1). As shown in Fig 1, 86 genes belong to at least one functional COG and among these 6 genes belong to the uncharacterized conserved protein group (S). In addition, 15 genes were not found in the COG classification, while as there are 7 genes belonging to more than one COG category (S4 & S5 Tables). 

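In the annotation of S4 and S5 Tables, 86 of the 101 genes had at least 1 COG class, 15 had none and 7 had more than 1. They fell in 15 classes. In each class, all genes passed both thresholds over 7 libraries. The largest classes after inorganic ion transport (P) were energy production (C), with 12 genes, and the classes Q and R, with 9 genes each. Among the 6 genes of class S, 5 were higher in HP and 1, *yjjP*, was lower. With LP4 included, 1 of these 6, *yncE*, was called.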

Notably, a high number of genes (20) were identified up-regulated in the RNA-Seq as belonging to the inorganic ion transport and metabolism COG class (P) and 17 of these genes have an iron-related GO biological process. Indeed, there are 40 up-regulated genes under 1MPa involved in iron-related biological process (Table 1).

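Class P held 20 of the 101 genes. All 20 passed both thresholds over 7 libraries, and 19 of them were higher in HP and 1, the putative transport gene *yfbS*, lower. With LP4 included, 9 of the 20 were called. In class C, 9 genes were higher and 3 lower, and in class K 5 were higher and 2 lower.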

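Table 1 holds 40 genes. Of these, 39 passed the filter on low counts, and all 39 were higher in HP and called over 7 libraries, with a median log2 fold change of 2.69. The smallest was *fecR*, which encodes the anti-sigma factor of the ferric citrate system, at 1.61 (standard error 0.24, adjusted p = 0.000211, edgeR quasi-likelihood test, Benjamini-Hochberg). The fold of *fecR* fell short of the threshold in 4 of 10 fits without a library or culture, lowest at 1.32 without LP1 and LP2, and with LP4 included it was 0.91 (adjusted p = 0.105). The gene that failed the filter, *ybdZ*, had 41 counts in HP and 2 in LP1 to LP3, a ratio of 17.9 per count sequenced (95% counting interval 4.64 to 153). With LP4 included, 15 of the 39 genes were called, and the largest adjusted p of the 39 was 0.115. Intervals cover counting error alone.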

**Fig 1:**
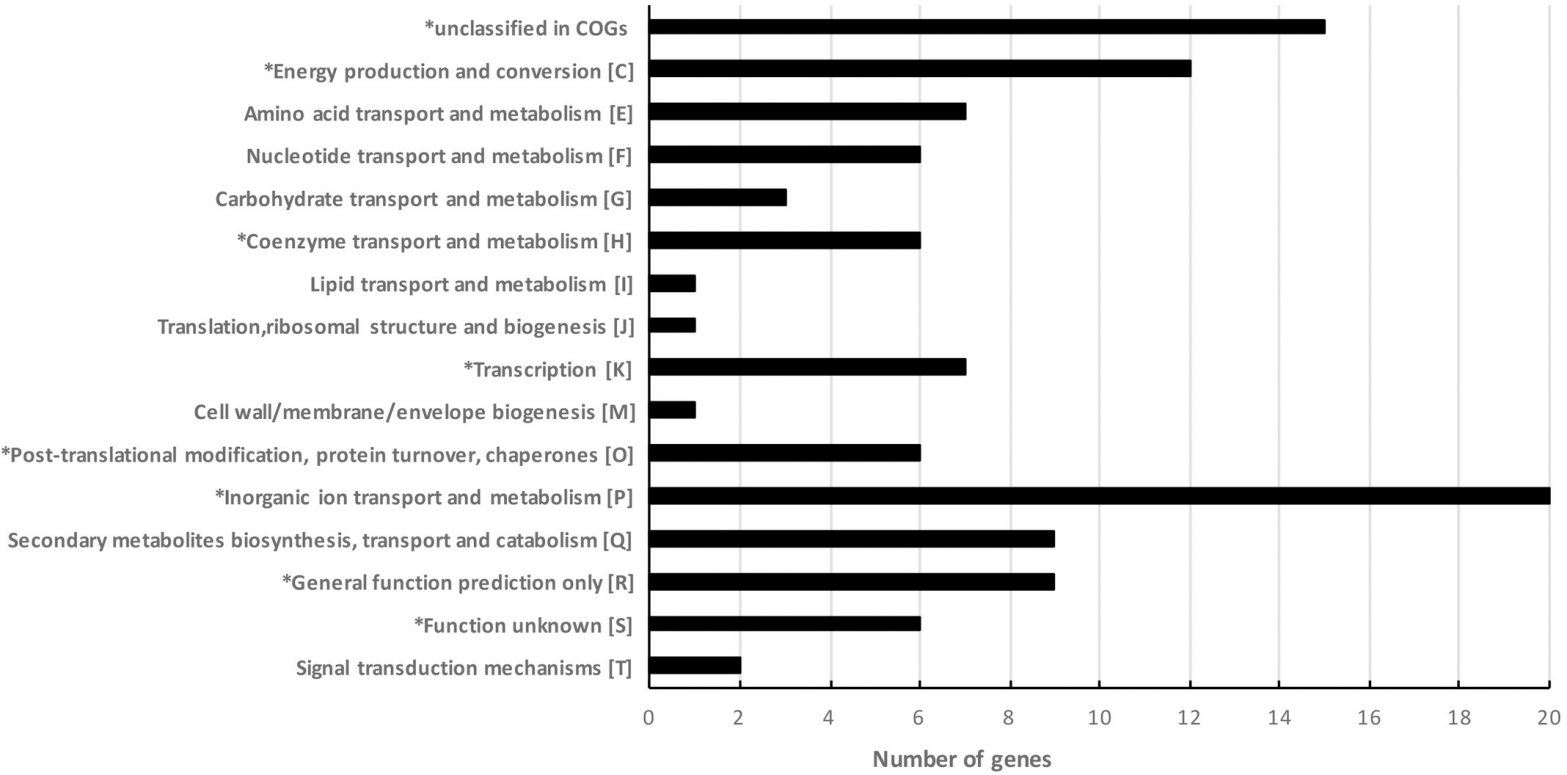
Analysis of the differentially expressed genes from RNA-Seq results using the COGs classification. *Contain genes down-regulated under 1MPa pressure. A total of 101 *E*. *coli* MG1655 genes identified as differentially expressed upon exposure to 1 MPa by RNA-Seq were represented here according to information available on the clusters of orthologous groups (COGs). There are 7 genes that belong to more than one COG groups and they were represented in each corresponding groups.

**Table 1:** Up-regulated genes involved in iron-related biological process.

Gene	Gene description	Fc	Operon	Roles
*fdx*	reduced ferredoxin	11.64	*hscBA-fdx-iscX*	Fe-S cluster biosynthesis
*hscA*	chaperone for [Fe-S] cluster biosynthesis	12.31	*hscBA-fdx-iscX*	Fe-S cluster biosynthesis
*hscB*	co-chaperone for [Fe-S] cluster biosynthesis	15.49	*hscBA-fdx-iscX*	Fe-S cluster biosynthesis
*iscX*	regulator of iron-sulfur cluster assembly	9.63	*hscBA-fdx-iscX*	Regulator
*iscA*	iron-sulfur cluster assembly protein	10.93	*iscRSUA*	Fe-S cluster biosynthesis
*iscS*	cysteine desulfurase	12.90	*iscRSUA*	Fe-S cluster biosynthesis
*iscU*	scaffold protein for iron-sulfur cluster assembly	10.62	*iscRSUA*	Fe-S cluster biosynthesis
*iscR*	IscR DNA-binding transcriptional dual regulator	12.64	*iscRSUA*	Regulator
cirA*	Outer membrane receptor for ferrienterochelin and colicins	21.3	*cirA*	Iron acquisition
efeB*	heme-containing peroxidase/deferrochelatase	6.40	*efeOB*	Iron acquisition
efeO*	periplasmic protein, component of cryptic ferrous ion transporter	8.44	*efeOB*	Iron acquisition
*entA*	2,3-dihydro-2,3-dihydroxybenzoate dehydrogenase	10.28	*entCEBAH*	Iron acquisition
*entB*	Enterobactin synthase component B	13.58	*entCEBAH*	Iron acquisition
*entC*	isochorismate synthase 1	12.71	*entCEBAH*	Iron acquisition
*entD*	Enterobactin synthase component D	3.76	*fepA-entD*	Iron acquisition
*entE*	2,3-dihydroxybenzoate-AMP ligase	14.77	*entCEBAH*	Iron acquisition
*entF*	holo [EntF peptidyl-carrier protein], apo-serine activating enzyme	13.72	*fes-ybdZ-entF-fepE*	Iron acquisition
*entH*	proofreading thioesterase in enterobactin biosynthesis	9.49	*entCEBAH*	Iron acquisition
entS*	Enterobactin exporter	8.19	*entS*	Iron acquisition
*fecA*	ferric citrate outer membrane porin FecA	13.16	*fecABCDE*	Iron acquisition
fecB*	ferric citrate ABC transporter—periplasmic binding protein	12.75	*fecABCDE*	Iron acquisition
fecC*	ferric citrate ABC transporter—membrane subunit	9.33	*fecABCDE*	Iron acquisition
fecD*	ferric citrate ABC transporter—membrane subunit	7.00	*fecABCDE*	Iron acquisition
fecE*	ferric citrate ABC transporter–ATP binding subunit	6.35	*fecABCDE*	Iron acquisition
*fecI*	RNA polymerase sigma 19 factor	4.24	*fecIR*	sigma factor
fecR*	regulator for fec operon	4.22	*fecIR*	Regulator
fepA*	ferric enterobactin / colicin B / colicin D outer membrane porin FepA	13.14	*fepA-entD*	Iron acquisition
fepB*	ferric enterobactin ABC transporter—periplasmic binding protein	5.95	*fepB*	Iron acquisition
fepC*	ferric enterobactin ABC transporter—ATP binding subunit	5.61	*fepDGC*	Iron acquisition
fepD*	ferric enterobactin ABC transporter—membrane subunit	3.80	*fepDGC*	Iron acquisition
fepG*	ferric enterobactin ABC transporter—membrane subunit	5.32	*fepDGC*	Iron acquisition
fes*	enterochelin esterase	5.84	*fes-ybdZ-entF-fepE*	Iron acquisition
fhuE*	ferric coprogen outer membrane porin FhuE	8.31	*fhuE*	Iron acquisition
*fhuF*	hydroxamate siderophore iron reductase	7.82	*fhuF*	Iron acquisition
fiu*	putative outer membrane receptor for iron transport	19.09	*fiu*	Iron acquisition
*ybdZ*	MbtH-like protein that enhances the catalytic function of EntF	3.54	*fes-ybdZ-entF-fepE*	Iron acquisition
*nrdH*	glutaredoxin-like protein	5.20	*nrdHIEF*	DNA replication under iron starvation
*nrdI*	flavodoxin involved in dimanganese-tyrosyl radical cofactor maintenance for ribonucleotide reductase	7.03	*nrdHIEF*	DNA replication under iron starvation
*nrdE*	ribonucleoside-diphosphate reductase 2, &alpha; subunit	12.93	*nrdHIEF*	DNA replication under iron starvation
*nrdF*	ribonucleoside-diphosphate reductase 2, &beta; subunit	9.26	*nrdHIEF*	DNA replication under iron starvation

*Genes belong to inorganic ion transport and metabolism COG class (P) and have an iron-related GO biological process.

### Validation of transcriptome sequencing results

After the functions of the differentially expressed genes were analysed, two genes, *azuC* and *entC*, were selected for validation and further pressure study. *azuC*, encodes a small membrane protein with no COG classification found. This gene was up-regulated more than 3-fold in the pressure treated cells. 

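The gene *azuC* (b4663) lies at 1987873 to 1987959. It had 35 counts in the 4 HP libraries and 5 in LP1 to LP3. The level was 2.84 ± 0.90 CPM (SD, n = 4) in HP and 0.44 ± 0.41 CPM (SD, n = 3) in LP. These counts were too low for the filter, so the test came from the fit without a filter and gave a rise of 5.66 fold (standard error 0.59 on the log2 scale, adjusted p = 0.00363, edgeR quasi-likelihood test, Benjamini-Hochberg). All 4 HP libraries lay above LP1 to LP3. LP4 was at 1.99 CPM, and with it the log2 fold change was 1.70 (adjusted p = 0.0559). Leaving out each library or culture moved the log2 value between 2.06 and 6.13, the highest without LP1 and LP2, and the highest adjusted p was 0.0359. With so few counts, the size of the change is known only roughly.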

Literature has shown that this protein was also over expressed in presence of glucose, acidic pH, heat shock, oxidative stress, and thiol stress [19]. 

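The gene *entC* (b0593) lies at 624885 to 626060 and encodes isochorismate synthase, which makes the first precursor of the siderophore enterobactin. Its level was 76.0 ± 25.5 CPM (SD, n = 4) in HP and 1.76 ± 0.65 CPM (SD, n = 3) in LP1 to LP3, 43.2 fold apart (adjusted p = 6.16e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). All 4 HP libraries exceeded the 3 LP libraries. LP4 was at 50.1 CPM, and over all 4 LP libraries the mean was 13.85 ± 24.2 CPM (SD, n = 4). With LP4 included, the log2 fold change was 2.45 and the adjusted p was 0.0654, above the threshold. Without single libraries or cultures it ran from 5.04 to 5.75.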

Another gene *entC* is involved in enterobactin synthesis and shown to have a ratio change at 12.7-fold in pressure treated cells (S4 Table).

To further investigate the transcriptome sequencing results, RT-qPCR was used to quantify changes in the transcript levels of two selected genes, *azuC* and *entC*. The relative quantities of *azuC* and *entC* transcripts under 1 MPa (HP), which were normalized to the reference gene *rrsA* and to no pressure condition (NoP) using 2^−ΔΔCT^ method, were 14.72 and 28.84, respectively (Fig 2). These lead to 6.32-fold up-regulation on *azuC* expression and 21.05-fold up-regulation on *entC* expression when comparing with LP condition. Although discrepancies were observed, they were expected between RNA-Seq and RT-qPCR experiments as they rely on different data normalization methods. These results significantly validate the up-regulation of both genes observed in RNA-Seq experiment, therefore, they continued to be used in the pressure sensitive study.

**Fig 2:**
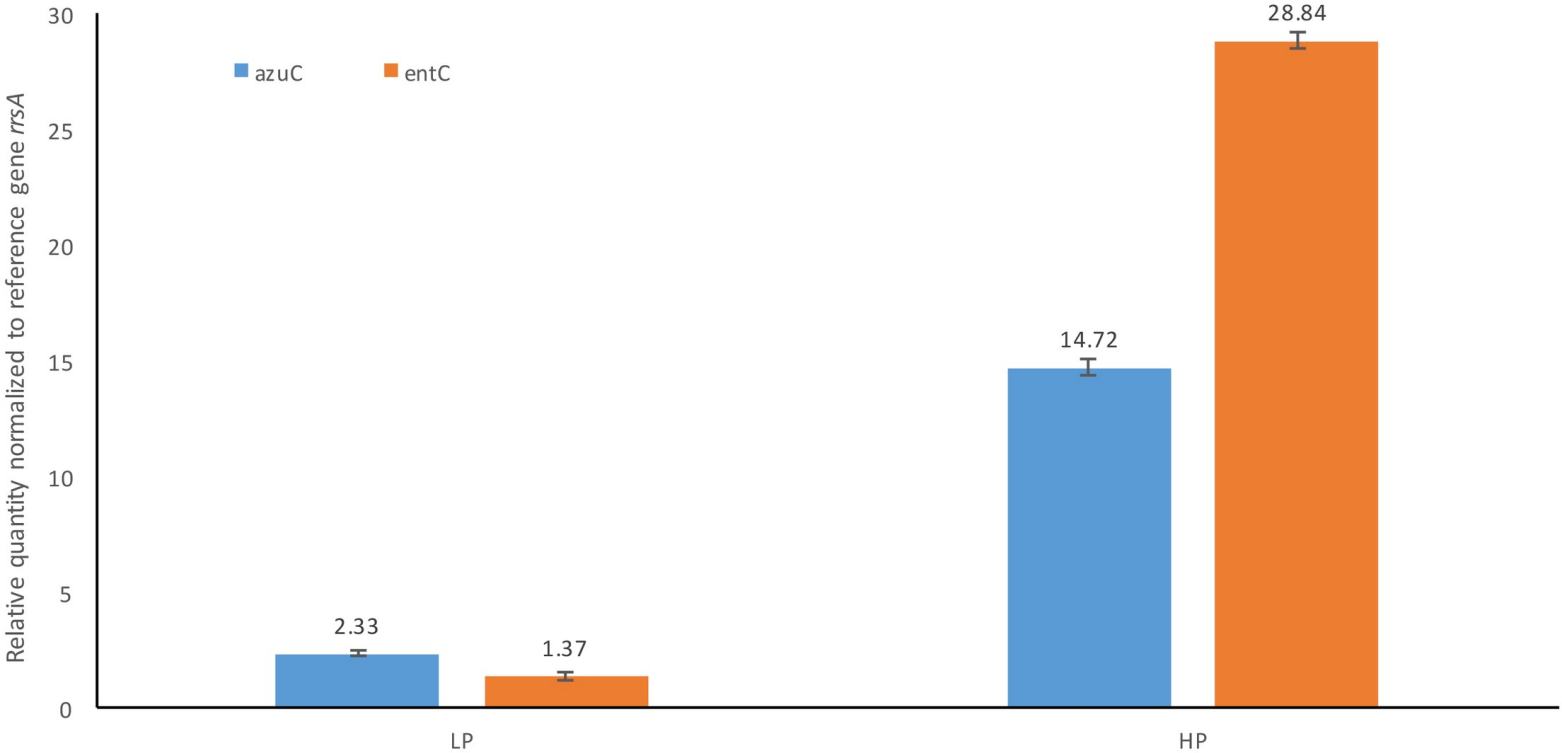
*azuC* and *entC* gene expression changes under 1 MPa analysed using RT-qPCR. HP refer to samples that were treated with 1 MPa, and LP refer to control samples inside the pressure vessel. *n*-fold change normalized to housekeeping gene *rrsA* and to NoP condition. Error bars, SD (n  =  3) from one biological culture with 3 technical replicates.

### Characterisation of GFP responses of the engineered strains exposed to pressure

To monitor the pressure sensitivity in native promoters of *azuC* and *entC*, two translational fusion strains were created AG1319 (P_*azuC*_ *azuC-msfgfp*) and AG1321 (P_*entC*_ *entC-msfgfp*). GFP responses of AG1319 and AG1321 exposed to pressure of 1 MPa were tested along with that of MG1655 and HS524 strains where were used as negative and positive GFP control respectively. Significant difference in the pressure treated cells and control cells of AG1319 strain was mainly observed at 3 hours. However, the GFP signal changes in strain AG1321 was less significant in our tested condition (data not shown) and for this reason it was not further characterised.

To characterise the response of strain AG1319 to a range of pressures, cells were grown in M9 medium and were exposed to pressures of 0 MPa, 0.2 MPa, 0.4 MPa, 0.6 MPa, 0.8 MPa and 1 MPa. The RFU per OD_600nm_ at time 3 h treatment was used to calculate the ratio difference between pressure treatment and control conditions (Table 2). The ratio observed for HS524 strain remained around 1 at all pressure conditions. The coefficient of regression analysis is 0.0019 (p = 0.933). In contrast, strain AG1319 displayed the highest sensitivity at 1 MPa (ratio at 1.39) and remained pressure sensitive until 0.6 MPa (ratio at 1.16). The coefficient of regression analysis is 0.949 (p = 9.91E-4) and this demonstrates that AG1319 displayed mild pressure dose sensitivity.

**Table 2:** Strains response to different pressure after 3 h exposure to stress.

Pressure (MPa)	HS524 strain (*mreB-msfgfp*)			AG1319 strain (P_*azuC*_ *azuC-msfgfp)*		
	Under pressure^a^	No pressure^a^	Ratio^b^	Under pressure^a^	No pressure^a^	Ratio^b^
1	61820±1614	64899±5492	0.95	102853±3016	74030±1431	1.39
0.8	70135±2747	76886±4844	0.91	98872±2040	76948±2065	1.28
0.6	62292±5476	61260±4984	1.01	93261±1480	80157±1881	1.16
0.4	66540±9790	65870±10949	1.01	80713±3010	75110±5158	1.07
0.2	54629±9893	55812±9451	0.98	63962±6533	60707±3634	1.05
0	67521±4047	74915±9865	0.90	80655±2804	80918±3267	0.99

^a^Unit is RFU.OD_600nm_^-1^ and the values show the mean and standard deviation from three biological samples which were calculated using the formula shown in Eq [1].

^b^The ratios were calculated by the mean of RFU.OD_600nm_^-1^ of high pressure value/ the mean of RFU.OD_600nm_^-1^ of No pressure value.

## Discussion

The growth, survivability and adaptation of *E*. *coli* to pressure has been studied in terms of moderate and high hydrostatic pressure. It has been shown that elevated pressures progressively impair macromolecular synthesis starting with translation and then replication and transcription. It has been reported that DNA replication begins to become impaired at 50 MPa and ceases between 50–80 MPa. Transcription is suppressed at 20 MPa and inhibited at 80 MPa. Transcription can, however resume after decompression up to 180 MPa [20]. Similarly, growth has shown to be progressively inhibited but not stopped up to 50 MPa [21]. Cells also become filamentous under growth pressures, in part, due to the lack of the FtsZ protein [22] whose gene is down regulated at high pressure (40 MPa). While it seems that high pressure has a predominantly inhibitory effect on gene expression there are also indications of some genes which show increased expression in response to pressure changes [2, 3, 9, 10, 23]. However, all those studies were conducted under pressures of over 10 MPa, and pressures of between 0.1 MPa to 1 MPa have not yet been tested. The current study is the first work to study genetic response of *E*. *coli* to pressure at 1 MPa. Follonier [2] suggested that while pressures up to 1 MPa are too low to cause effects on molecular systems directly they may have indirect consequences such as inducing variations in dissolved gas concentrations. We found there were 101 genes differentially expressed when the cells were exposed to 1 MPa and among these, 85 genes were upregulated. The expression of many are related to the increase of oxygen levels in the system, but it is noteworthy that the majority of the up-regulated genes are involved in iron metabolism.

### Stress response related and oxygen level related genes

It is well documented that *E*. *coli* overexpress stress related genes under high-pressure conditions. The most discussed pressure related up-regulated proteins are heat shock proteins and cold shock proteins (Hsp and Csp, respectively). Csp was observed to be up-regulated from 10 to 100 MPa in several studies and heat shock proteins were observed to be up-relegated when the pressure was above 50 MPa [3, 9, 10]. It was proposed that high pressure may cause proteins to unfold within the cells and heat shock proteins are acting as protein chaperons to assist the protein refolding to maintain the correct activity. Meanwhile cold shock proteins help in maintaining energy metabolism [10], membrane fluidity [24] and facilitate accurate translation [9]. 

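A list of 15 heat shock genes had a median log2 fold change of -0.01 and a mean of 0.04, so the 2 differed in sign. Of these genes 2 had an adjusted p under 0.05, and 2 when adjusted over the list alone. In this list *dnaK* (b0014, 12163 to 14079) was at 1021 ± 128 CPM (SD, n = 4) in HP and 1013 ± 74.8 CPM (SD, n = 3) in LP1 to LP3 (log2 fold change 0.01, adjusted p = 0.967, edgeR quasi-likelihood test, Benjamini-Hochberg). A list of 11 cold shock genes, the *csp* genes with *deaD* and *rbfA*, had a median of 0.80 over the 10 that were tested. The *csp* genes were taken as a family, so some members may not be genes that cold induces. In the list 7 had an adjusted p under 0.05, and 7 when adjusted over the list alone. Of these 6 were higher in HP, but 0 passed the threshold of 3 fold. The 1 lower was *cspD* (-1.13, adjusted p = 0.000308). The largest rise was in *deaD* (1.48, adjusted p = 1.92e-05, edgeR quasi-likelihood test). The gene *cspA* (b3556), whose relatives have similar sequences so that reads may have been shared, was at 8253 ± 425 CPM (SD, n = 4) in HP and 3788 ± 365 CPM (SD, n = 3) in LP1 to LP3. Its log2 fold change was 1.12 (standard error 0.13, adjusted p = 5.83e-05). LP4 was at 6750 CPM, and with it the value was 0.87. The cold shock list was tested with limma's camera, which presets the correlation between genes, and the adjusted p was 0.0401, and with LP4 included the median was 0.59 (adjusted p = 0.0232). Without HP4 the adjusted p was 0.0621, without LP3 0.0635 and without HP3 and HP4 0.0549, each past 0.05, while over all alternatives it lay between 0.000428 and 0.2498. The heat shock list had a camera adjusted p of 0.928 and with LP4 included its median was 0.000539.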

Although, we did not observe the changes in expression of well-known Hsps and Csps, interestingly, *azuC* was found to be up-regulated in our experiment. It was found down regulated under low oxygen levels, and over expressed under other stress conditions such as low pH, heat shock and oxidative stress [19]. The study suggested that along with other stress induced small membrane proteins, AzuC could play an important role in affecting membrane permeability and stabilizing the membrane by interacting with the inner membrane and modulating the function of other transmembrane proteins. It is tempting to speculate that AzuC was upregulated in response to mild elevated pressure to maintain membrane stability just like Csps in higher pressure treatments. We also found *hscA* and *hscB* were upregulated 12.31 and 15.49 fold respectively in our RNA-Seq experiments. These two genes encode for an Hsp70 type molecular and co-chaperone molecules. But Hesterkamp and Bukan [25] have proved that HscA was unable to replace DnaK, a major Hsp70 chaperon in *E*. *coli* to assist the folding and refolding of a range of proteins. Therefore, we believe that the up-regulation of these two genes are more related to the assembly of Fe-S clusters which will be discussed below.

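The genes *hscB* (2658952 to 2659467) and *hscA* (2657085 to 2658935) are neighbours in the *isc* region. Over 7 libraries *hscB* was at 254 ± 38.3 CPM (SD, n = 4) in HP and 43.6 ± 2.39 CPM (SD, n = 3) in LP, 5.81 fold higher (log2 fold change 2.54, standard error 0.14, adjusted p = 1.28e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). *hscA* was at 933 ± 151 CPM (SD, n = 4) in HP and 247 ± 19.3 CPM (SD, n = 3) in LP, 3.77 fold higher (log2 fold change 1.91, standard error 0.14, adjusted p = 7.89e-06). LP4 was at 223 CPM for *hscB* and 886 CPM for *hscA*, close to the HP means. With LP4 included the log2 fold changes were 1.52 and 1.20, and the adjusted p values 0.0528 and 0.0543.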

Other stress related mechanisms which can be triggered by high pressure are the ROS and SOS responses. When the cells were treated with high pressure, an increase in oxygen solubility can generate oxidative stress and result in the accumulation of reactive oxygen species (ROS) causing damage to DNA [26]. 

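The gene *soxS* (b4062) lies at 4277060 to 4277383. Its level was 96.7 ± 25.0 CPM (SD, n = 4) in HP and 7.49 ± 0.77 CPM (SD, n = 3) in LP1 to LP3, a log2 fold change of 3.68 (standard error 0.23, adjusted p = 2.67e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). LP4 was at 49.55 CPM, and with it *soxS* was still called, at 2.42 (adjusted p = 0.0368). The neighbouring *soxR* was unchanged within error, at -0.34 (standard error 0.26, adjusted p = 0.281), and at -0.18 with LP4 included (adjusted p = 0.628). A list of 14 genes under SoxR and SoxS had a median log2 fold change of 0.53 (camera adjusted p = 0.00325). It was 0.38 with LP4 included (camera adjusted p = 0.00161). Over all genes 10 of the 14 had an adjusted p under 0.05, and 10 when adjusted over the list alone. All 10 were higher in HP.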

Our RNA-Seq data has shown that the expression of SoxS was up-regulated more than 14.08-fold in *E*. *coli* cells under 1 MPa treatment. SoxS is a transcription factor, along with SoxR, that activates the expression of several genes involved in superoxide dismutase (SOD) system which is identified as the main defence mechanism that protects the bacteria from the toxic effects of high oxygen saturation [27].

Both Aertsen et al. [11] and Bowman et al. [28] reported that the SOS response which triggers the production of DNA repair proteins following DNA damage was also found to be induced by high pressure. Malone and colleagues found the expression of the *nrdHIEF* operon was up-regulated when *E*. *coli* cells were treated with 100 MPa [3]. The *nrdHIEF* operon encodes a ribonucleotide reductase (RRase) which provides the building blocks for DNA biosynthesis. The over expression of this operon was triggered in response to oxidative stress, particularly in mutants missing major antioxidant defences and in cells treated with oxidants [29]. Malone suggested that an enhanced RRase may protect DNA against reactive oxygen species escaping from the antioxidant defences [3]. 

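In the *nrdHIEF* operon, all 4 genes were called over 7 libraries. The most abundant, *nrdE* (2801348 to 2803492), was at 84.7 ± 27.7 CPM (SD, n = 4) in HP and 4.91 ± 0.73 CPM (SD, n = 3) in LP, a log2 fold change of 4.11 (standard error 0.31, adjusted p = 7.89e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). LP4 was at 54.1 CPM, and the value became 2.30 (adjusted p = 0.0469). With LP4 included 3 of the 4 genes were called, and *nrdI* was not (adjusted p = 0.0543). The first gene, *nrdH*, had 112 counts in HP and 2 in LP1 to LP3, a ratio of 48.8 per count sequenced (95% counting interval 13.2 to 408). A list of 20 genes repressed by LexA, which are the SOS genes, had a median log2 fold change of -0.05 over the 19 that were tested (limma camera adjusted p = 0.733). With LP4 included it was -0.03 (adjusted p = 0.835). Of the 19 genes, 7 had an adjusted p under 0.05, 5 when adjusted over the list alone. These 7 were 4 higher and 3 lower in HP, and 0 passed the threshold of 3 fold. *nrdI* overlaps *nrdH* and *nrdE* at its ends.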

Interestingly, we also found this whole operon was upregulated when the *E*. *coli* cells were treated at 1 MPa, which suggests that the SOS response can be triggered at relevantly low elevated pressure.

We also found *grxA*, encoding for a glutaredoxin (Grx1), had a 6.34-fold increase in expression under 1 MPa treatment. This small protein was also found up regulated under 100 MPa treatment along with two thioredoxins (Trx1 and Trx2) [3]. It was reported to be induced by H_2_O_2_ in an OxyR-dependent fashion [30]. 

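The gene *grxA* (b0849) lies at 890496 to 890753. It was at 15.7 ± 1.67 CPM (SD, n = 4) in HP and 3.48 ± 0.93 CPM (SD, n = 3) in LP1 to LP3. The log2 fold change was 2.17 (standard error 0.23, adjusted p = 4.25e-05, edgeR quasi-likelihood test, Benjamini-Hochberg), or 4.48 fold, and all 4 HP libraries lay above the LP libraries. LP4 was at 6.83 CPM. The log2 fold change with it was 1.85 (adjusted p = 0.0270), and *grxA* was called in both sets. In each fit without a library or culture it lay between 1.88 and 2.30.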

OxyR is a transcriptional regulator sensitive to oxidation and activates the expression of antioxidant genes. Although we did not see the changes in OxyR in our study, but we believe that Grx1 play an important role in antioxidant defences and maintaining redox homeostasis when cells are treated with elevated pressure.

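The gene *oxyR* (b3961, 4158490 to 4159407) was at 270 ± 22.7 CPM (SD, n = 4) in HP and 419 ± 27.9 CPM (SD, n = 3) in LP1 to LP3. It fell by 0.64 on the log2 scale (standard error 0.10, adjusted p = 0.000339, edgeR quasi-likelihood test, Benjamini-Hochberg), which is below the threshold of 3 fold. LP4 was at 284 CPM, and with it the decrease was smaller, with a log2 fold change of -0.52 (adjusted p = 0.0420). The list of 12 OxyR genes, 11 of which were tested, had a median of -0.02 and a mean of 0.10, opposite in sign (camera adjusted p = 0.991). With LP4 included the median was -0.04 (camera adjusted p = 0.872). Its members moved in both directions, with 7 at an adjusted p under 0.05 and 8 when adjusted over the list alone, 3 of the 7 higher and 4 lower. The median and the test took no account of whether OxyR activates or represses a member. They therefore cannot tell whether OxyR activity changed. *grxA* is the single member past the threshold of 3 fold.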

We also found up-regulation of several operons are high oxygen level related. The RNA-Seq data shows the up-regulation of CyoA, CyoB and CyoC which are three individual subunits of a cytochrome o oxidase. 

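All 3 of *cyoA*, *cyoB* and *cyoC* were called over 7 libraries. At 450663 to 451610, *cyoA* was at 1675 ± 474 CPM (SD, n = 4) in HP and 392 ± 24.0 CPM (SD, n = 3) in LP1 to LP3, 4.26 fold higher (log2 fold change 2.09, standard error 0.21, adjusted p = 3.16e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). *cyoB* and *cyoC*, which overlap so that reads there may count for either, had log2 fold changes of 1.84 and 1.69. The last genes of the operon, *cyoD* and *cyoE*, rose by 1.51 and 1.21 and stayed under the threshold of 3 fold. *cyoC* fell to 1.53 without HP2, and *cyoD* was past the threshold in 5 of 10 fits without a library or culture, up to 1.66 without HP3 and HP4. LP4 was at 1249 CPM for *cyoA*, 2156 for *cyoB* and 493 for *cyoC*. With LP4 included, 0 of the 5 *cyo* genes were called, while all had log2 fold changes between 0.91 and 1.47 (highest adjusted p = 0.0485). The 2 genes of cytochrome d oxidase, *cydA* and *cydB*, fell by 0.58 and 0.67 on the log2 scale (highest adjusted p = 0.00448). With LP4 included *cydA* was at -0.49 and no longer had an adjusted p under 0.05 (0.0528), and *cydB* was at -0.56 (adjusted p = 0.0477).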

In the presence of oxygen, *E*. *coli* can respire by using either of two distinct cytochromeoxidases, cytochrome o oxidase (encoded by *cyoABCDE*) and cytochrome d oxidase (encoded by *cydAB* operon). Cotter reported that the expression of these two operons depends on the level of available oxygen, and *cyoABCDE* appears to be produced only under oxygen-rich growth conditions [31]. We also found that *sdhC* and *sdhD* were upregulated when the cells treated with pressure. 

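*sdhC* (755177 to 755566) was at 447 ± 218 CPM (SD, n = 4) in HP and 98.5 ± 16.3 CPM (SD, n = 3) in LP1 to LP3, a log2 fold change of 2.18 (standard error 0.36, adjusted p = 0.000424, edgeR quasi-likelihood test, Benjamini-Hochberg). *sdhD* (755560 to 755907), which overlaps *sdhC*, was at 191 ± 90.7 CPM (SD, n = 4) in HP and 46.7 ± 9.79 CPM (SD, n = 3) in LP1 to LP3, a log2 fold change of 2.02 (standard error 0.37, adjusted p = 0.000847). *sdhA* rose by 1.63 on the log2 scale and was called in 7 of 10 fits without a library or culture, lowest at 1.23 without HP1 and HP2. *sdhB* rose by 1.39, and was past the threshold without HP4 (1.61) or without HP3 and HP4 (1.69). LP4 was at 234 CPM for *sdhC* and 146 CPM for *sdhD*, and with it the log2 fold changes were 1.76 (adjusted p = 0.0368) and 1.41 (adjusted p = 0.0539). Those of *sdhA* and *sdhB* were then 1.23 (adjusted p = 0.0469) and 1.10 (adjusted p = 0.0420), and of these 4 genes *sdhC* alone was called. Over all 9 genes of the *cyo* and *sdh* operons, the median was 1.69 (camera adjusted p = 0.000403) and 1.23 with LP4 included (camera adjusted p = 0.000335).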

Succinate dehydrogenase (SDH), encoded by *sdhCDAB*, is the only membrane-bound enzyme involved in TCA cycle, and it is up-regulated by aerobiosis [32]. Interestingly, both *cyo* and *sdh* operons are regulated by ArcA [32, 33]. 

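The gene *acrA* encodes part of a multidrug efflux pump, and *arcA* encodes the regulator ArcA. Over 7 libraries *acrA* (484426 to 485619) was at 208 ± 17.5 CPM (SD, n = 4) in HP and 109 ± 4.53 CPM (SD, n = 3) in LP1 to LP3, a log2 fold change of 0.92 (standard error 0.10, adjusted p = 4.45e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). The regulator gene *arcA* (4639590 to 4640306) was at 632 ± 51.1 CPM (SD, n = 4) in HP and 985 ± 30.5 CPM (SD, n = 3) in LP1 to LP3, with a log2 fold change of -0.64 (standard error 0.10, adjusted p = 0.000322). Neither passed the threshold of 3 fold. LP4 was at 210 CPM for *acrA* and 716 CPM for *arcA*, and with it the log2 fold changes were 0.63 (adjusted p = 0.0546) and -0.54 (adjusted p = 0.0380).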

Although we did not find a change in *acrA* expression, the overexpression of these two operons confirmed that elevated pressure treatment increased the solubility of the oxygen in the system and, to a certain extent, may have induced the ROS and SOS response discussed above.

### Fe-S clusters assembly

Iron-sulfur clusters (Fe-S) containing proteins are crucial in all organisms. They are involved in a broad range of cellular activities including redox and non-redox catalysis. Fe-S clusters exist in various forms including 4Fe–4S clusters, 2Fe–2S clusters and 3Fe–4S clusters, and it often depend on the availability of oxygen [34–36]. In *E*. *coli*, the assembly of Fe-S clusters involves two pathways: housekeeping ISC (iron sulfur cluster) system, and system under stress conditions, the SUF (sulfur formation) system. ISC system encoded by the *iscRSUA-hscBA-fdx-iscX* operon [37–41] and SUF system is encoded by the *sufABCDSE* operon. [42–44]. The SUF system was reported to be active when the cells are under stress conditions such as iron starvation, oxidative damage and heavy metal exposure [43–47]. There are conflicting findings regarding the expression of Fe-S assembling genes when *E*. *coli* cells were under pressure. Malone et al [3] reported that the sublethal pressure (100 MPa) treatment cells down regulated the entire *suf* operon, and they also found the *iscR* was significantly up-regulated under same treatment which represses the *isc* operon. On the other hand, Ishii et al. [10] found several genes involved in *isc* operon which were up regulated when *E*. *coli* cells were treated with 30 MPa and 50 MPa. They include *iscR*, *iscS*, *iscA*, *hscA*, *hscB* and *fdx*. Similarly, we found all the genes in *isc* operon were up regulated at different levels, which indicated that there is a high level of activity of Fe-S clusters of assembly in the cells which are subject to the mild elevated pressure. 

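All 8 genes of *iscRSUA-hscBA-fdx-iscX* were higher in HP and called over 7 libraries, with log2 fold changes from 1.69 in *iscX*, which without HP1 and HP2 lay at the threshold of 1.58, to 2.69 in *iscR*. The regulator gene *iscR* (2661643 to 2662131) was at 652 ± 159 CPM (SD, n = 4) in HP and 100 ± 23.2 CPM (SD, n = 3) in LP1 to LP3 (standard error of the log2 fold change 0.22, adjusted p = 1.25e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). For LP4 the level was 503 CPM. With LP4 included the 8 log2 fold changes lay between 1.18 and 1.70, 1 of them was called and the largest adjusted p was 0.0551. In the stress-induced system, all 6 genes of *sufABCDSE* were higher in HP, from 0.41 in *sufE* to 1.00 in *sufB*, and 0 passed the threshold of 3 fold. The median of the *suf* genes was 0.83 (camera adjusted p = 0.00901) and 0.62 with LP4 included (camera adjusted p = 0.004).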

As discussed before, it is likely that pressure treatment increases the solubility of oxygen which could cause the damage to some proteins containing Fe-S cluster and lead to the destruction of Fe-S clusters and thus release Fe. We propose that under mild elevated pressure, the assembly of Fe-S clusters were encouraged to compensate for the damage caused by the extra oxygen level in the cells. This is also supported by Roche’s finding that under iron rich conditions iron binds to IscX and changes its configuration and modify its interaction with IscS therefore increase the assembly of Fe-S cluster [48].

### Iron homeostasis

Iron is an essential element for most organisms and it plays vital roles in many cellular process including DNA biosynthesis, the TCA cycle, N_2_ fixation and oxygen transport [49]. Iron acquisition in *E*. *coli* is regulated by availability of iron in the cells through 7 transport systems of which 5 exist for Fe ^3+^ and 2 exist for Fe^2+^ [50–53]. In general, *E*. *coli* utilizes siderophores to solubilize extracellular ferric irons (Fe^3+^). The ferric-siderophores complexes will be bound by specific outer membrane receptors and shuttled into the inner membrane through ABC transport system / TonB-ExbB-ExbD system and eventually delivered to the cytosol. In the cytoplasm, iron will be released through the reduction of ferric iron to ferrous iron catalyzed by ferric iron reductases [54]. It is well studied that there are six siderophore receptors produced by *E*. *coli*, which are Cir, FecA, FepA, FhuA, FhuE, and Fiu. It also has three ferri-siderophore periplasmic-binding protein-dependent ABC-transporter systems, FecBCDE, FepBCDEFG, and FhuBCD. *E*. *coli* cells also can take up ferrous iron through EfeUOB and Feo system [55].

The expression of iron metabolism genes including iron acquisition is regulated by ferric uptake regulator (Fur). Under iron- replete condition, Fur will bind with Fe^2+^ cofactor and form holoenzyme (holo Fur). Then it binds to the promoter region of several iron metabolism operons and significantly decreases transcription of those genes within the operons. Seo *et al*. reported more than 60 genes in *E*. *coli* were repressed in this manner [49], and they are including genes involved in 1) the uptake of ferrous irons, *efeUOB* and *feoABC*, 2) synthesis of enterobactin, the most efficient siderophore, *entCEBAH*; 3) ferric siderophore complex receptors and their transport system, such as *fepABCDEG* and *fecIRABCDE*.

Interestingly, our RNA-Seq data has shown a strong evidence that there was up-regulation in iron acquisition system in *E*. *coli* subject to 1 MPa. 

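The genes *entCEBAH* lie next to each other, from 624885 to 629713. All 5 were called over 7 libraries, with log2 fold changes from 3.32 in *entA* to 5.43 in *entC* and a median fold of 33.3 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p up to 2.4e-05). For *entE* the level was 99.8 ± 26.4 CPM (SD, n = 4) in HP and 2.91 ± 1.46 CPM (SD, n = 3) in LP1 to LP3, and LP4 was at 76.0 CPM. For *entB* it was 69.9 ± 15.3 CPM (SD, n = 4) and 1.92 ± 0.26 CPM (SD, n = 3), and LP4 was at 52.7 CPM. *entB* and *entA* share a base at 628551. With LP4 included, the 5 log2 fold changes lay between 2.05 and 2.45, and 2 of the 5, *entA* and *entH*, were called. The largest adjusted p was then 0.0859.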

We have seen that the entire *ent* operon was upregulated nearly 15 fold when the cells were treated with pressure. 

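The receptor gene *fepA* (610254 to 612494) was at 104 ± 34.8 CPM (SD, n = 4) in HP and 5.41 ± 1.18 CPM (SD, n = 3) in LP1 to LP3, a log2 fold change of 4.25 (standard error 0.34, adjusted p = 9.97e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). LP4 was at 71.5 CPM, and the value with it was 2.24 (adjusted p = 0.0567). The genes *fepB*, *fepC*, *fepD* and *fepG* were all called over 7 libraries, from 2.18 in *fepB* to 2.75 in *fepC*, with adjusted p values up to 0.00056. *fepD* was the least abundant, at 4.95 ± 1.74 CPM (SD, n = 4) in HP and 0.96 ± 0.13 CPM (SD, n = 3) in LP1 to LP3, and could be tested and called in 6 of the fits without a library or culture. With LP4 included, 3 of these 4 transport genes were called, with log2 fold changes from 1.54 to 1.80. LP4 lay at 11.1 CPM for *fepB*, 7.41 for *fepC*, 3.13 for *fepD* and 6.83 for *fepG*.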

In line with this change, the receptor for enterobactin-Fe complex FepA and proteins involved in transportation of this complex into cytoplasm FepB, FepC, FepD and FepG were observed to be up-regulated with 13.14 fold, 5.95 fold, 5.61 fold, 3.80 fold and 5.32 fold respectively. Indeed, we found 5 out of 6 well-known siderophore receptors (except FhuA) were up-regulated under pressure treatment to different levels, and so did proteins involved in transport system such as FecA, FecB, FecC, FecD and FecE.

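Of the 6 siderophore receptor genes, 5 were called over 7 libraries. The largest change was in *cirA* (2244778 to 2246769), at 383 ± 99.7 CPM (SD, n = 4) in HP and 9.29 ± 2.10 CPM (SD, n = 3) in LP1 to LP3 (log2 fold change 5.37, standard error 0.26, adjusted p = 7.41e-07, edgeR quasi-likelihood test, Benjamini-Hochberg). *fiu* rose by 5.02 on the log2 scale, *fhuE* 5.65 fold and *fecA* by 2.22 on the log2 scale. *fhuA* (167484 to 169727) rose by 1.15 (standard error 0.13, adjusted p = 5.4e-05), under the threshold of 3 fold. The other *fec* transport genes, *fecB* to *fecE*, were all called, with the smallest value 1.62 in *fecE*. *fecE* fell to 1.44 without HP1 and HP2 and *fecD* to 1.48 without HP2, below the threshold. LP4 was at 260 CPM for *cirA*, 149 for *fiu*, 16.2 for *fhuE*, 338 for *fecA* and 78.6 for *fhuA*. With LP4 included, the 6 receptor values lay between 0.87 and 2.41, and *fhuE* alone was called. The plot of the iron acquisition genes also shows the *efe* genes, which were called in 3 of 3 cases over 7 libraries.

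**Figure D3:**
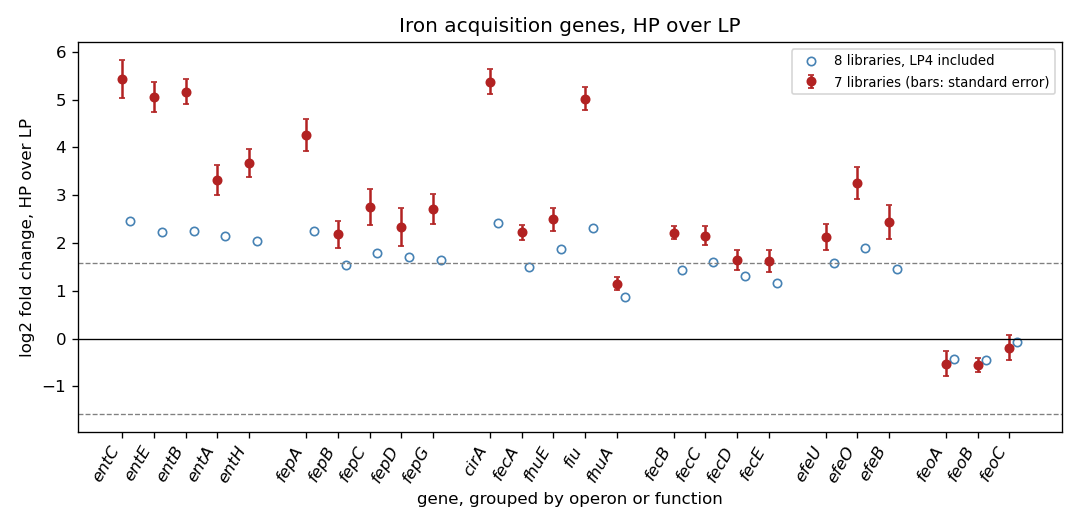
Log2 fold change of HP over LP (y axis) for genes of iron acquisition (x axis), with filled points for 7 libraries, bars for the standard error, and open points for 8 libraries with LP4 included. The open points lie nearer to 0 than the filled ones, for example 2.41 against 5.37 for *cirA*, and the *feo* genes lie below 0.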

The upregulation of iron acquisition system in *E*. *coli* indicates that there was a decrease in holo Fur (Fur- Fe^2+^) activity. 

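The 24 genes of the operons repressed by Fur that the paper names had a median log2 fold change of 2.23 over the 23 that were tested (limma camera adjusted p = 6.96e-09). With LP4 included it was 1.59 (camera adjusted p = 1.09e-06). Over 7 libraries 20 of the 23 were called, 20 when adjusted over the list alone. The paper discusses these operons on these same libraries, so the count over the list is not independent evidence. The calls of the cold shock, SoxRS, Fur, *suf* and *cyo*/*sdh* lists held under fry (adjusted p from 0.000428 to 0.00412) and all were lost with an estimated correlation (adjusted p from 0.2498 to 0.348). Over the alternatives of the Fur list the adjusted p ran from 8.67e-16 to 0.2498. The 3 *feoABC* genes were the exception, all lower in HP, with log2 fold changes from -0.55 in *feoB* (adjusted p = 0.00849) to -0.20 in *feoC* (adjusted p = 0.547). With LP4 included all 3 were still lower, from -0.44 in *feoB* (adjusted p = 0.0690) to -0.07 in *feoC* (adjusted p = 0.858), and none had an adjusted p under 0.05. The gene *fur* itself (710200 to 710646) was at 457 ± 11.1 CPM (SD, n = 4) in HP and 259 ± 17.2 CPM (SD, n = 3) in LP1 to LP3, 1.76 fold higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.78e-05), and LP4 was at 414 CPM. With LP4 included its log2 fold change was 0.62 (adjusted p = 0.0392), against 0.81 without. The paper reasons that Fur bound to iron represses these operons, and from their up-regulation it concludes that the activity of iron-bound Fur decreased. It proposes that the cause is more dissolved oxygen under pressure, which oxidizes the iron.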

The effect of oxygen level on iron metabolism of *E*. *coli* has been studied intensively in the literature. The soluble reduced iron Fe^2+^ in the presence of oxygen could trigger the Fenton reaction which leads to serious cell damage [56]. Studies show that transcription of *fur* is activated by the OxyR regulator when it gets oxidized by H_2_O_2_ and SoxRS in response to superoxide inducers [57]. In turn the Fur-Fe^2+^ will repress iron-uptake to avoid accumulation of free iron which could lead to Fenton reaction. Therefore, *E*. *coli* has strict and elaborate iron regulation to enable cells to acquire a sufficient amount of iron and avoid causing oxidative stress and damage. However, the lack of iron availability in the presence of oxygen could be a major problem for bacteria cells due to the poor solubility of the oxidized Fe^3+^ form. As we have discussed above there are many indications that the level of the oxygen in the cells was increased when *E*. *coli* was exposed to 1 MPa. The upregulation of the iron-uptake systems found in our experiment seems to suggest that iron was oxidized from Fe^2+^ to Fe^3+^ due to the higher soluble oxygen level induced by the pressure treatment, so the Fur-Fe^2+^ complex becomes its apo format and therefore induced the iron metabolism operons. In addition, Imlay and his group show that *E*. *coli* Hpx^−^ mutants, which lack peroxidase and catalase activities, accumulate H_2_O_2_ intracellularly and the iron-import proteins which Fur normally represses were fully induced in those strains. They suggested that H_2_O_2_ may antagonise Fur function by oxidizing the Fur-Fe^2+^ complex and inactivating its repressor function [58]. 

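The other genes of the operon, *nrdI* (2800965 to 2801375) and *nrdF* (2803502 to 2804461), had low levels in LP1 to LP3, 0.59 ± 0.29 CPM (SD, n = 3) and 1.27 ± 0.89 CPM (SD, n = 3). In HP they were at 16.1 ± 7.39 CPM (SD, n = 4) and 28.2 ± 8.35 CPM (SD, n = 4). The log2 fold changes were 4.75 (standard error 0.53, adjusted p = 4.78e-05) and 4.37 (standard error 0.40, adjusted p = 2.21e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). LP4 was at 12.0 CPM for *nrdI* and 18.2 CPM for *nrdF*. With it *nrdF* was called, at 2.34 (adjusted p = 0.0462), and *nrdI* was not, at 2.24 (adjusted p = 0.0543).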

In the same vein, as mentioned before, we found the entire *nrdHIEF* operon, which is manganese-containing ribonucleotide reductase complex repressed by Fur-Fe^2+^ [59], was up-regulated. We propose, therefore, that when bacteria cells are treated with mild elevated pressure, the concentration of cellular oxygen increases promptly and subsequently damages the Fur-Fe^2+^ complex and produces apo Fur leading to the increased expression of proteins involved in the iron acquisition.

The differentially expressed genes discovered in this work are based on two biological with two technical replicates analysed using RNA-Seq. Among 101 differentially expressed genes, two up-regulated genes (*azuC* and *entC*) were chosen for validation using RT-qPCR. Due to different normalization methods applied in RNA-Seq and RT-qPCR, a discrepancy was observed in the Fc values for both genes. However, the up-regulation of both genes was proved valid.

These two genes were chosen for further study by constructing translational GFP reporter strains and monitoring their response to pressure. To our surprise, the *entC* translational report strain did not show as significant a signal change under 1 MPa as shown in RNA-Seq and RT-qPCR results. We suspect that there were two potential reasons for this inconsistency: 1) different media were used in those experiments, i.e. LB broth was used in RNA-Seq and RT- qPCR, in contrast, M9 medium was used in fluorescent signal measurement for GFP strains to minimise the background noise; 2) RNA-Seq and RT-qPCR results represent the changes at transcriptional level. In contrast, GFP signal represent the changes at translational level.

More importantly, we observed a linear change in expression of *azuC* in response to the increase of pressure. There is a possibility that the linear change in expression of *azuC* is not directly caused by pressure and more likely related to the increase in the oxygen level as Hemm *et al*. suggested that this gene can be over expressed when the cells are under oxidative stress [19]. Nevertheless, this change indicates the mechanisms that *E*. *coli* use when adapting to elevated pressure of air containing oxygen.

In conclusion, we analysed the gene expression changes for *E*. *coli* under 1 MPa hydrostatic pressure using RNA-Seq. Our results show that mild elevated pressure has an impact on *E*. *coli* cells especially in the iron metabolism system. *E*. *coli* have developed a mechanism to adapt to the changes caused by low level pressure increases. Our study also demonstrated changes in the expression of certain genes, especially stress related genes, which show linear relationships with pressure at very low levels. These findings provide preliminary data for creating pressure-sensing strains, which potentially have broad applications such as detecting mechanical changes in soil substrates for soil improvement. In addition, the majority of differentially expressed genes in our study are up-regulated. This could be due to the limited biological replicates we used in RNA-Seq [60]. 

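Of the 103 genes past both thresholds, 84.5% were higher in HP. Without the threshold on the fold, 1956 genes had an adjusted p under 0.05, of which 1011 were higher and 945 lower, so that 51.7% were higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). With LP4 included, 928 genes had an adjusted p under 0.05, and 47.3% of them were higher. Of the 34 genes then past both thresholds, 85.3% were higher. Under upper-quartile factors, which moved the split most among the scalings, 78.0% of the genes past both thresholds were higher. The share was 63.4% without HP3 and HP4, which are 1 culture, 61.8% at a log2 threshold of 1 and 96.8% among 31 genes in edgeR's test against the fold itself.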

Further work is needed to increase the statistical power and detect more differentially expressed genes by using more biological replicates in both control and pressured conditions.

## Supporting information

S1 Fig Photographs of pressure vessel for pressure treatment setup. A. 10 bar regulator; B. Synthetic air bottle filled to 300 bar; C. Pressure vessel; D. Digital thermometer; E. Temperature sensor; F. Input valve; G. Pressure gauge; H. Output valve; J. Rubber sealing ‘O’ ring; K. Eppendorf's mounted on foam; L. 1 mm hole drilled into the Eppendorf lid.
(TIF) Click here for additional data file.

S2 Fig pAGcc3 and pAGcc4 plasmid maps (SnapGene viewer design). These plasmids were engineered by Gibson assembly cloning and were used as PCR matrix to integrate the GFP-reporter system to a specific locus of the *E*. *coli* MG1655 chromosome using the λ Red recombinase method. NEBuilder, Benchling and SnapGene viewer softwares were used to design the cloning, primers and the final plasmid maps. The origins of the assembled parts are represented in the outside circle on the maps. *cat*: chloramphenicol. (A) Plasmid pAGcc3 carries a translational fusion of *azuC* to gene encoding monomeric superfolder-GFP and the flanking regions of *azuC* locus to allow double cross-over to *E*. *coli* chromosome. (B) Plasmid pAGcc4 carries a 3’-terminus DNA part of *entC* coupled in translational fusion to the gene encoding the monomeric superfolder-GFP. Plasmid carries the intergenic region of promoter *PentC* to allow transcription of the operon *entEBAH* after recombination at the *entC* chromosome locus.
(TIF) Click here for additional data file.

S3 Fig Temperature change during the periods of pressure treatment for RNA-Seq experiment. Temperatures within pressure vessel were recorded during the pressurization process.
(TIF) Click here for additional data file.

S4 Fig PCA plot of the global gene expression of *E*. *coli* samples analysed by RNA-seq. The eight samples from two biological replicates, each with two technical replicates for each condition were analysed. HP samples were treated with high pressure, i.e. 1 MPa; LPs were control samples.
(TIF) Click here for additional data file.

S1 Table Plasmids and strains used in this study. *lacZ*, *β*-galactosidase gene; *neo*, neomycin resistance gene; T0, terminator of transcription; *bla*, ampicillin resistance gene, *P*_*araB*_, arabinose-inducible promoter; *cat*, chloramphenicol resistance gene; *spc*, spectinomycin resistant gene; *P*, promoter. *msfgfp*, gene encoding the monomeric superfolder green fluorescent protein.
(DOCX) Click here for additional data file.

S2 Table Genes studied by qPCR and the sequences of primers. ^a^Amplicon size expected by PCR when using the indicated primers pair. ^b^Housekeeping gene. ^c^Targeted—pressure sensitive genes.
(DOCX) Click here for additional data file.

S3 Table Primers used in translational fusion construction. GC: Gibson assembly cloning; CDS: coding DNA sequence; msfGFP: monomeric superfolder green fluorescent protein; *cat*: chloramphenicol.
(DOCX) Click here for additional data file.

S4 Table Up-regulated *E*. *coli* genes in response to 1 MPa treatment. ^a^EcoCYC accession ID.^b^COG categories: [C]—Energy production and conversion; [E] -Amino acid transport and metabolism; [F]—Nucleotide transport and metabolism; [G]—Carbohydrate transport and metabolism; [H]—Coenzyme transport and metabolism; [I]—Lipid transport and metabolism; [J]—Translation, ribosomal structure and biogenesis; [K]—Transcription; [M]—Cell wall/membrane/envelope biogenesis; [O]–Post-translational modification, protein turnover, chaperones; [P]- Inorganic ion transport and metabolism; [Q]—Secondary metabolites biosynthesis, transport and catabolism; [R]–General function prediction only; [S]—Function unknown [T]—Signal transduction mechanisms and [no info]—no information was available for this gene at the time of this study.
(DOCX) Click here for additional data file.

S5 Table Down-regulated *E*. *coli* genes in response to 1MPa treatment. ^a^EcoCYC accession ID. ^b^COG categories: [C]—Energy production and conversion; [H]—Coenzyme transport and metabolism; [K]–Transcription; [O]–Post-translational modification, protein turnover, chaperones; [P]- Inorganic ion transport and metabolism; [R]–General function prediction only; [S]—Function unknown and [no info]—no information was available for this gene at the time of this study.
(DOCX) Click here for additional data file.

S1 File Raw data for RT-qPCR experiments. Raw CT values obtained for one biological sample tested in triplicate (technical replicate) by RT-qPCR. RT-qPCR reactions were performed on gene *rrsA* (reference gene), *azuC* and *entC* of *E*. *coli*. The high-pressure samples (HP) refer to the tubes with modified caps with 1 mm holes drilled through the top, and the low-pressure samples (LP) refer to the tubes sealed with normal caps to protect them from pressure change. Both sets of samples were place inside the pressure vessel. No pressure samples refer to samples were placed outside the pressure vessel.
(XLSX) Click here for additional data file.

S2 File Raw data for strains response to different pressure stress. The TECAN Spark^TM^ 10M multimode Microplate reader was used to monitor the optical cell density at OD_600 nm_ and the GFP signal with an excitation 485 nm /emission filter 510 nm. *E*. *coli* strain MG1655 (MG), HS524 (HS) and AG1319 (AG) were negative control, positive control and testing strain respectively. M9 medium was used as a blank condition (BL). The samples, which were pressurised in the pressure vessel, were labelled as IN and the samples which were placed outside the pressure vessel were labelled as OUT. Each assay contained three biological samples, with technical triplicates for each biological sample.
(XLSX) Click here for additional data file.

# Supplementary material for: Mild hydrostatic pressure triggers oxidative responses in Escherichia coli
**Source:** PLoS One. 2018 Jul 17;13(7):e0200660. doi: 10.1371/journal.pone.0200660
**Supplement:** S1 Table — lacZ, β-galactosidase gene; neo, neomycin resistance gene; T0, terminator of transcription; bla, ampicillin resistance gene, ParaB, arabinose-inducible promoter; cat, chloramphenicol resistance gene; spc, spectinomycin resistant gene; P, promoter. msfgfp, gene encoding the monomeric superfolder green fluorescent protein.

**S1 Table. Plasmids and strains used in this study.**

| Name | Key features | References |
| --- | --- | --- |
| Plasmids |  |  |
| pSEVA235 | *lacZ*, *neo,* T0 | [1] |
| pBAD33 | *cat*, p15A origin | [2] |
| pKD46 | *bla,* *P_araB_*, *gam bet exo* (lambda Red genes), repA101ts (grow at 30°C) | [3] |
| pKD3 | *Bla, cat* | [3] |
| pHJS105 | *bla, amyE3', spc, Pxyl-msfgfp, amyE5'* | [4] |
| pAGcc3 | derivative pBAD33, carry *PazuC-azuC-msfgfp*, *cat*, T0, and flanking DNA regions of *azuC* | This study |
| pAGcc4 | derivative pBAD33, carry *PentC-entC-msfgfp*, *cat*, T0, *PentC* and flanking DNA regions of *entC* locus | This study |
| *E. coli* strains |  |  |
| K-12 MG1655 | *F-, lambda-, rph-1* | Wipat lab collection |
| MG1655 pKD46 | pKD46 | Wipat lab collection |
| NEB 5α | *fhuA2 Δ(argF-lacZ)U169 phoA glnV44 Φ80 Δ(lacZ)M15 gyrA96 recA1 relA1 endA1 thi-1 hsdR17* | NEB, E5510S kit |
| AG1319 | MG1655 *P*_azuC_-*azuC-msfgfp*, *cat* | This study |
| AG1321 | MG1655 *P_entC_-entC-msfgfp*, *cat*, *P_entC_*-*entEBAH* | This study |
| HS524 | MG1655 *mreB-msfgfp* | [5] |

*lacZ,* β-galactosidase gene; *neo,* neomycin resistance gene; T0, terminator of transcription; *bla*, ampicillin resistance gene, *P_araB_*, arabinose-inducible promoter; *cat*, chloramphenicol resistance gene; *spc*, spectinomycin resistant gene; *P,* promoter. *msfgfp*, gene encoding the monomeric superfolder green fluorescent protein.

**References**

1. Silva-Rocha R, Martinez-Garcia E, Calles B, Chavarria M, Arce-Rodriguez A, de Las Heras A, et al. The Standard European Vector Architecture (SEVA): a coherent platform for the analysis and deployment of complex prokaryotic phenotypes. Nucleic Acids Res. 2013;41(Database issue):D666-75. doi: 10.1093/nar/gks1119. PubMed PMID: 23180763; PubMed Central PMCID: PMCPMC3531073.

2. Guzman LM, Belin D, Carson MJ, Beckwith J. Tight regulation, modulation, and high-level expression by vectors containing the arabinose PBAD promoter. J Bacteriol. 1995;177(14):4121-30. PubMed PMID: 7608087; PubMed Central PMCID: PMCPMC177145.

3. Datsenko KA, Wanner BL. One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. P Natl Acad Sci USA. 2000;97(12):6640-5. PubMed PMID: WOS:000087526300074.

4. Jahn N, Brantl S, Strahl H. Against the mainstream: the membrane-associated type I toxin BsrG from *Bacillus subtilis* interferes with cell envelope biosynthesis without increasing membrane permeability. Mol Microbiol. 2015;98(4):651-66. Epub 2015/08/04. doi: 10.1111/mmi.13146. PubMed PMID: 26234942.

5. Ouzounov N, Nguyen JP, Bratton BP, Jacobowitz D, Gitai Z, Shaevitz JW. MreB Orientation Correlates with Cell Diameter in *Escherichia coli*. Biophys J. 2016;111(5):1035-43. Epub 2016/09/08. doi: 10.1016/j.bpj.2016.07.017. PubMed PMID: 27602731; PubMed Central PMCID: PMCPMC5018124.

# Supplementary material for: Mild hydrostatic pressure triggers oxidative responses in Escherichia coli
**Source:** PLoS One. 2018 Jul 17;13(7):e0200660. doi: 10.1371/journal.pone.0200660
**Supplement:** S2 Table — aAmplicon size expected by PCR when using the indicated primers pair. bHousekeeping gene. cTargeted—pressure sensitive genes.

**S2 Table. Genes studied by qPCR and the sequences of primers.**

| **Gene** | **Description** | **Primer sequence 5' to 3'** | | **Amplicon size (bp)^a^** |
| --- | --- | --- | --- | --- |
| *rrsA*^b^ | Ribosomal RNA, 16S | F | CGCATCATGCAGTATTCCAG | 124 |
|  |  | R | CACAATATCAGCCCCCAATG |  |
| *azuC*^c^ | Acid-inducible small membrane-associated protein | F | ATGAAACTGCGCAAAATCC | 70 |
|  |  | R | CTGGCGGTACGTCTTTGA |  |
| *entC*^c^ | Isochorismate synthase 1 | F | CTCCCGTCAGGAAAAACAAG | 92 |
|  |  | R | TGGTTTGCTCCGGAATTG |  |

^a^Amplicon size expected by PCR when using the indicated primers pair. ^b^Housekeeping gene. ^c^Targeted - pressure sensitive genes.

# Supplementary material for: Mild hydrostatic pressure triggers oxidative responses in Escherichia coli
**Source:** PLoS One. 2018 Jul 17;13(7):e0200660. doi: 10.1371/journal.pone.0200660
**Supplement:** S3 Table — GC: Gibson assembly cloning; CDS: coding DNA sequence; msfGFP: monomeric superfolder green fluorescent protein; cat: chloramphenicol.

**S3 Table. Primers used in translational fusion construction.**

| **Primer name** | **sequence** | **Source Matrix used** | **Aim^a^** |
| --- | --- | --- | --- |
| **AG649** | GTCGGGTGATGCTGCCAACTTAC | pBAD33 | GC, amplify pBAD33 partial |
| **AG650** | GACACGGAAATGTTGAATACTC | pBAD33 | GC, amplify pBAD33 partial |
| **AG651** | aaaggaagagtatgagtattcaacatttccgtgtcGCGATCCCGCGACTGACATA | MG1655 | GC, amplify DNA upstream *azuC* and *azuC*-CDS without stop codon |
| **AG652** | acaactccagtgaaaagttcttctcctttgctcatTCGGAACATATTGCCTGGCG | MG1655 | GC, amplify DNA upstream *azuC* and *azuC*-CDS without stop codon |
| **AG653** | ATGAGCAAAGGAGAAGAACTTTTC | pHJS105 | GC, amplify msfGFP-CDS with stop codon |
| **AG654** | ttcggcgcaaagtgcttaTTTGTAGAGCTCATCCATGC | pHJS105 | GC, amplify msfGFP-CDS with stop codon |
| **AG655** | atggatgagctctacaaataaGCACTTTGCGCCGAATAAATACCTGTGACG | pBAD33 | GC, amplify cat resistance cassette (promoter and CDS) |
| **AG656** | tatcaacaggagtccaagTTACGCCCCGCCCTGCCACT | pBAD33 | GC, amplify cat resistance cassette (promoter and CDS) |
| **AG657** | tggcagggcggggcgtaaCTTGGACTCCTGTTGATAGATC | pSEVA235 | GC, amplify terminator T0 |
| **AG658** | CTGGATTCTCACCAATAAAAAAC | pSEVA235 | GC, amplify terminator T0 |
| **AG659** | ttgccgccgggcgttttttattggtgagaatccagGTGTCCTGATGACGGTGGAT | MG1655 | GC, amplify DNA downstream *azuC* for recombination |
| **AG660** | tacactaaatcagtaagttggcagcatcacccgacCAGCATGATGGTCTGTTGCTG | MG1655 | GC, amplify DNA downstream *azuC* for recombination |
| **AG661** | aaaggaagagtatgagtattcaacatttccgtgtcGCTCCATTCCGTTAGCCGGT | MG1655 | GC, amplify 3’ terminal part of *entC*-CDS without the stop codon |
| **AG662** | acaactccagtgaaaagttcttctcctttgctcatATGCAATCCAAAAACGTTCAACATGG | MG1655 | GC, amplify 3’ terminal part of *entC*-CDS without the stop codon |
| **AG663** | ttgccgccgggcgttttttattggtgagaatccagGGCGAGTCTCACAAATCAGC | MG1655 | GC, amplify promoter of *entC* |
| **AG664** | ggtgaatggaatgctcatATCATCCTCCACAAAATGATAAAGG | MG1655 | GC, amplify promoter of *entC* |
| **AG665** | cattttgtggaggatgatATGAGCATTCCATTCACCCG | MG1655 | GC, amplify downstream *entC* for recombination |
| **AG666** | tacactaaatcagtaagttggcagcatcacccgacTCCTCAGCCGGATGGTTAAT | MG1655 | GC, amplify downstream *entC* for recombination |
| **AG670** | tccgctcatgagacaataacc | pBAD33 pAGcc3-4 | bind pBAD33, to check assembly part in GC |
| **AG671** | gcacctcaaaaacaccatca | pBAD33 pAGcc3-4 | bind pBAD33, to check assembly parts in GC |
| **AG675** | ATTGTGGGTTGGTGTGACAG | MG1655 | use with AG676, to check mutation locus *entC* |
| **AG676** | CCGATAACTCAACTGTCGCT | MG1655 | use with AG675, to check mutation locus *entC* |
| **AG677** | TGCCATCTGTAGGTGTCAGA | MG1655 | use with AG678, to check mutation locus *azuC* |
| **AG678** | TGATAACCAACTGGCAAGCA | MG1655 | use with AG677, to check mutation locus *azuC* |

^a^GC: Gibson assembly cloning; CDS: coding DNA sequence; msfGFP: monomeric superfolder green fluorescent protein; *cat*: chloramphenicol.

# Supplementary material for: Mild hydrostatic pressure triggers oxidative responses in Escherichia coli
**Source:** PLoS One. 2018 Jul 17;13(7):e0200660. doi: 10.1371/journal.pone.0200660
**Supplement:** S4 Table — aEcoCYC accession ID.bCOG categories: [C]—Energy production and conversion; [E] -Amino acid transport and metabolism; [F]—Nucleotide transport and metabolism; [G]—Carbohydrate transport and metabolism; [H]—Coenzyme transport and metabolism; [I]—Lipid transport and metabolism; [J]—Translation, ribosomal structure and biogenesis; [K]—Transcription; [M]—Cell wall/membrane/envelope biogenesis; [O]–Post-translational modification, protein turnover, chaperones; [P]- Inorganic ion transport and metabolism; [Q]—Secondary metabolites biosynthesis, transport and catabolism; [R]–General function prediction only; [S]—Function unknown [T]—Signal transduction mechanisms and [no info]—no information was available for this gene at the time of this study.

**S4 Table. Up-regulated *E. coli* genes in response to 1MPa treatment.**

^a^EcoCYC accession ID.^b^COG categories: [C] - Energy production and conversion; [E] -Amino acid transport and metabolism; [F] - Nucleotide transport and metabolism; [G] - Carbohydrate transport and metabolism; [H] - Coenzyme transport and metabolism; [I] - Lipid transport and metabolism; [J] - Translation, ribosomal structure and biogenesis; [K] - Transcription; [M] - Cell wall/membrane/envelope biogenesis; [O] – Post-translational modification, protein turnover, chaperones; [P]- Inorganic ion transport and metabolism; [Q] - Secondary metabolites biosynthesis, transport and catabolism; [R] – General function prediction only; [S] - Function unknown [T] - Signal transduction mechanisms; and [no info] - no information was available for this gene at the time of this study.

# Supplementary material for: Mild hydrostatic pressure triggers oxidative responses in Escherichia coli
**Source:** PLoS One. 2018 Jul 17;13(7):e0200660. doi: 10.1371/journal.pone.0200660
**Supplement:** S5 Table — aEcoCYC accession ID. bCOG categories: [C]—Energy production and conversion; [H]—Coenzyme transport and metabolism; [K]–Transcription; [O]–Post-translational modification, protein turnover, chaperones; [P]- Inorganic ion transport and metabolism; [R]–General function prediction only; [S]—Function unknown and [no info]—no information was available for this gene at the time of this study.

**S5 Table. Down-regulated *E. coli* genes in response to 1MPa treatment.**

| **Gene** **Name** | **Gene ID^a^** | **Description** | **log2Fold** | **Fc** | **COG^b^** |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **Change** |  |  |
| *abrB* | G6384 | predicted regulator | -1.89 | 7.51 | R |
| *bssR* | G6436 | regulator of biofilm formation | -1.72 | 6.68 | no info |
| *Hcp* | G6457 | nitric oxide reductase | -2.17 | 3.45 | C |
| *tdcA* | EG10989 | TdcA DNA-binding transcriptional activator | -16.3 | 3.99 | K |
| *tqsA* | G6859 | autoinducer 2 exporter | -1.67 | 5.6 | no info |
| *ttdR* | EG12694 | Dan transcriptional activator, Dan transcriptional activator | -2.09 | 6.24 | K |
| *ybiY* | G6427 | predicted pyruvate formate lyase activating enzyme | -1.8 | 3.26 | O |
| *ycbJ* | G6473 | conserved protein | -1.9 | 7.26 | no info |
| *yccM* | G6513 | predicted 4Fe-4S membrane protein | -2.54 | 9.5 | C |
| *ydhY* | G6902 | predicted 4Fe-4S ferredoxin-type protein | -1.62 | 5.64 | C |
| *yfbS* | G7186 | putative transport protein | -1.63 | 7.96 | P |
| *yhcC* | G7669 | predicted Fe-S oxidoreductase | -1.76 | 6.79 | R |
| *yidF* | EG11694 | predicted DNA-binding transcriptional regulator | -1.6 | 5.84 | R |
| *yjfN* | G7851 | protease activator | -1.6 | 3.81 | no info |
| *yjjP* | G7946 | predicted inner membrane structural protein | -1.64 | 6.63 | S |
| *ynfK* | G6851 | putative dethiobiotin synthetase | -1.66 | 6.95 | H |

^a^EcoCYC accession ID. ^b^COG categories: [C] - Energy production and conversion; [H] - Coenzyme transport and metabolism; [K] – Transcription; [O] – Post-translational modification, protein turnover, chaperones; [P]- Inorganic ion transport and metabolism; [R] – General function prediction only; [S] - Function unknown and [no info] - no information was available for this gene at the time of this study.

How the deposited data were processed for this re-analysis (not part of the article)

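Gene expression was measured by RNA-Seq in 8 libraries, 4 of cells in tubes open to the pressure (HP) and 4 of cells in closed tubes in the same vessel (LP), with 2 cultures per group and 2 technical replicates per culture. The vessel stood at 1 MPa for 15 min. The authors trimmed the reads with Trimmomatic, aligned them with bowtie2 to the MG1655 sequence and counted them per gene with featureCounts, and deposited the resulting counts as whole numbers without normalization. The table holds 4452 genes, and the total count per library ran from 2374408 to 3853764. No column of per-sample values was left unused. The paper's text and supplementary files that were read do not name the strand or multi-mapping settings of the counting.

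The authors also deposited tables made with DESeq2 on the libraries without LP4. These hold the log2 fold change of HP over LP and its standard error, the Wald statistic as a score, and the p value with its Benjamini-Hochberg adjusted value, all as deposited by the authors. They were used for gene positions and for comparison with the paper's tables, not for the tests here.

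From the counts, TMM factors were computed and genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 3510 of the genes over 7 libraries. HP and LP were compared by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1.584, as in the paper. LP4 was left out, since the paper suspected a leak, and the counts of called genes, the gene lists and the named genes that passed the filter were also computed with LP4. Apart from the summed and blocked fits, the other alternatives of the tests were run without it, as were the splits of the libraries. Lists of genes were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), two-sided, with adjustment over the 8 planned lists, and over all 10 for the FNR and ribosomal protein lists that were added. The lists came from general knowledge of *E*. *coli* regulons or from the operons the paper names. Principal components came from centred log2 CPM (prior count 2) of the 500 most variable genes. Counting intervals are 95% intervals of a ratio of counts.

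The genes named are those the paper reports on, members of the gene lists, and the 5 genes with the largest and the smallest change outside S4 and S5 Tables whose 4 HP libraries lie on one side of LP1 to LP3.

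The tests were run on simulated counts with 200 genes changed by a log2 of 2.5. The counts were drawn from the mean levels of LP1 to LP3 with dispersions estimated over the 7 libraries. Of the 200 genes, 190 (95%) were called by the quasi-likelihood test, all that passed the filter. Over 3421 genes tested, 0 unchanged genes were called. Each library was drawn independently, with no effect of culture. The simulation therefore does not test the entry of technical replicates as separate samples. The alternatives tried were other scaling factors, DESeq2 1.42.0 with and without a prior on the fold change, other filters on low counts, technical replicates summed, the culture number as a block, limma-voom with a random culture effect, robust dispersion, ribosomal and transfer RNA genes left out, each library or culture left out, other thresholds, and other set tests. The RT-qPCR and fluorescence readings of the paper's supplementary files were recomputed with the paper's formulas in Python 3.11.15, with exact permutation tests over the pairings of pressures and ratios. Figures were drawn with matplotlib 3.10.9.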

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

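The tests of LP4 as an HP library, as a mixture and as partly exposed were chosen after LP4's position was seen, and the lists of FNR genes and ribosomal protein genes were chosen after seeing the data.

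LP4, the library the paper left out, lay at 0.8241 of the way from LP1 to LP3 to HP on PC1. Its gap to the nearest other LP library was 0.871 of the range of the 4 LP scores, above Dixon's 95% critical value for 4 libraries. Of 144 groups of 4 libraries tested in this way 27 were above it, where chance gives about 7.2 (5%). In 26 of the 27 the library was LP4 within LP. The ratio was 0.881 for the mean level of the Fur-repressed operons and 0.971 for that of the ribosomal protein genes. For genes of enterobactin and its uptake, the ratio in LP was 0.845 for *entC*, 0.939 for *entB*, 0.949 for *entA*, 0.93 for *entH*, 0.866 for *fepA*, 0.869 for *fepC*, 0.84 for *fepD* and 0.861 for *fepG*. For the other receptors it was 0.877 for *cirA*, 0.942 for *fiu*, 0.832 for *fhuE* and 0.856 for *fecA*. In the *isc* operon it was 0.888 for *hscA*, 0.937 for *hscB*, 0.931 for *fdx* and 0.844 for *iscX*. It was 0.911 for *soxS*, 0.897 for *nrdE*, 0.903 for *cyoA*, 0.855 for *cyoB*, 0.83 for *arcA*, 0.881 for *acrA* and 0.83 for *tdcA*. Over all 3510 genes, LP4 was the library apart in 351 (10%), and an HP library was apart in 163 (4.64%).

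Library size as the source of LP4's position is argued against by its position of 0.8345 after all libraries were thinned to the smallest total. A few abundant genes are argued against by 0.823 without the 10 most abundant genes. An HP library carrying the label LP4 needs LP4 inside the HP range about as often as an HP library lies inside the range of the other 3. LP4 lay inside the HP range for 81 of 103 genes, against 60% by chance for a further HP library, and each HP library lay inside the range of the other 3 for 19 to 84 genes. So a wrong label may explain LP4 and stays open. A mixture of HP and LP RNA needs the same share of HP from raised and lowered genes. The shares were 70.7% and 92.7%, 22 percentage points apart, but with single HP libraries in place of their mean the difference ran from -4.13 to 29.6, so a mixture cannot be told apart from the rest because HP libraries differ this much. Partial exposure to pressure, as in the leak the paper suspected, needs LP4 between the 2 ranges for most genes, which held for 21 of 103. That does not exclude a leak that reached nearly the HP state, so it cannot be told apart from a wrong label with 1 library.

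The SOS list in HP also lay apart, with HP4 at a ratio of 0.9. It was the only one of the 27 outside LP, and about 7.2 by chance are expected in 144 groups, so 1 such group outside LP is no more than chance gives. No biological explanation was tested for it.

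Of the 103 called genes, 5 lie outside S4 and S5 Tables. In 4 of them all HP libraries lay above LP1 to LP3, with log2 fold changes of 2.12 for *efeU*, 1.731 for *gtrS*, 1.688 for *metT* and 1.757 for *yecT*. The fifth, *mglA*, at 1.70, had 3 HP libraries above, and is named after its values were seen. *fepE*, at 2.797, was called in the fit without a filter on low counts. The paper names *efeU* in the *efeUOB* operon for ferrous iron, and places *fepE* in the operon of *fes*, *ybdZ* and *entF*. It describes the transporter that *efeO* is part of as cryptic. Counts do not show whether *efeU* or *fepE* makes a working part of iron uptake. *fepE* had 19 counts in HP and 2 in LP1 to LP3, a ratio of 8.28 (95% counting interval 2 to 73.3). With LP4 included, *efeU* alone of *efeU*, *fepE*, *gtrS* and *metT* was called, and *yecT* did not pass the filter on low counts. *gtrS* lost its call without LP3 (1.51), *metT* without LP2 (1.30) and without LP1 and LP2 (adjusted p = 0.0657, edgeR), and *yecT* without LP3 (1.46). *fepE* lost it in 5 of 10 fits, such as without LP1 (2.21). Technical and biological explanations were not tested for these genes singly.

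A list of 36 genes that the regulator FNR activates when oxygen is short had a median log2 fold change of -1.127, with 35 of 36 lower in HP. The paper does not report on these genes as a group. The limma camera adjusted p was 3.44e-10, and with LP4 included the median was -0.99. Over its alternatives the adjusted p ran from 2.02e-14 to 0.3109, the last with an estimated correlation. Genes of S5 Table, which the paper calls lower, were left out when the list was written. That 0 of the 36 genes were called lower at 3 fold by edgeR over 7 libraries therefore follows in part from the list's construction. Of the 36, 31 had an adjusted p under 0.05. The number called lower was 7 without HP3 and HP4 and 2 without HP4. It was 1 with the culture number as a block or with upper-quartile factors, over 7 libraries. It stayed 0 with LP4 included and without HP1 and HP2. Scaling is argued against by the median nearest to 0 over 4 other scalings, -1.106. Gene length is argued against by the share of 10000 random lists of matched length and expression with a median as far from 0, 0.0001, the smallest the draws can give. More oxygen in the HP tubes than in the LP tubes would lower such a list (3.44e-10). This stays a hypothesis, because the list was drawn up after the genes of S5 Table were seen, though before the values of its own genes, and is tested on the same libraries. Whether oxygen rose in HP or ran out in the sealed LP tubes cannot be told apart, because 0 libraries of an open group without pressure were analysed here, and such a group is what would tell oxygen running out in the sealed LP tubes from a rise in HP. In the other splits of the 7 libraries, 1 of 35, the real split, gave a median as far from 0.

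The ribosomal protein genes had a median log2 fold change of 1.183, and all 54 were higher in HP. The camera adjusted p was 3.68e-19, and with LP4 included the median was 0.86. Over its alternatives the adjusted p ran from 2.38e-33 to 0.2498. Of the other splits, none was as far from 0, so that 1 of 35, the real split, reached this value. Scaling is argued against by 1.124, gene length by 0.0001, the smallest value the 10000 draws can give, and a single library by 1.104, the smallest median with each library or culture left out. A candidate explanation is a difference in growth rate between open and closed tubes, which was not measured. It is a hypothesis found in these data.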

How the results depend on the processing

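The crossed culture numbers, the FNR and ribosomal lists, the pairing check on abundant genes and the fluorescence fit without the wild-type subtraction and the 0.2 MPa assay were tests chosen after seeing the data.

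Against 103 genes called over 7 libraries, 34 were called with LP4 included (29 higher, 5 lower) and 928 had an adjusted p under 0.05 in place of 1956. With technical replicates summed and LP4 included there were 39 (33 higher, 6 lower) and 705. A test against the fold itself gave 31 (30 higher, 1 lower), and a log2 threshold of 1 gave 610 (377 higher, 233 lower), by their construction. DESeq2 with a prior on the fold gave 7 lower genes. Leaving out each library or culture gave between 78 and 191 called genes, 70 to 132 higher and 8 to 70 lower, and 1305 to 1996 with an adjusted p under 0.05. The cause of these changes was not tested. Upper-quartile factors gave 78 higher and 22 lower, and shifted the median of all genes to -0.0693.

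The culture number as a replicate block gave 123 genes over 7 libraries, of which 27 were lower. With LP4 included this block gave 0 genes by edgeR, 0 higher and 0 lower, and 0 with an adjusted p under 0.05, while 1560 had an unadjusted p under 0.05 and DESeq2 without a block called 103 over 7 libraries. Over 7 libraries the block changed the call of *rsxD* and the sign of *dnaK*, and no other call of the 124 genes named. The deviations of same-numbered cultures correlated at 0.249 over 7 libraries, 0.47 over the more abundant genes and -0.328 over 8 libraries, which does not establish a pairing. With the numbers crossed and LP4 included, 48 genes were called (43 higher, 5 lower) and 1073 had an adjusted p under 0.05.

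The median of the heat shock list lay on the other side of 0 with library size alone (0.01093), with LP4 (0.0005392), with replicates summed (0.02082), with the block and LP4 (0.0005184) and without ribosomal and transfer RNA genes (0.0006372), and ran from -0.0248 to 0.05982 over the fits without a library or culture. The OxyR list ran from -0.1486 to 0.05591 over these fits. Both lie near 0, and the cause was not tested. The cold shock list lost its call with library size alone (0.8101, adjusted p 0.0502), with an estimated correlation (0.804) and without HP4, LP3 or HP3 and HP4, with medians from 0.6689 to 1.009 over the fits without a library or culture. With an estimated correlation between genes, the medians stay by construction and the call was lost for the SoxRS (0.5252), Fur (2.233), *suf* (0.8295), *cyo*/*sdh* (1.691), FNR (-1.127) and ribosomal (1.183) lists. *dnaK* changed sign with upper-quartile factors (-0.05086), with LP4 (-0.003471), with replicates summed and LP4 (-0.01347), with the block (-0.02487) and with the block and LP4 (-0.007977), and ran from -0.1251 to 0.141 without a library or culture, all within error of 0.

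PC1 held 86.72% after rlog, 86.35% after a variance stabilizing transformation, 74.23% over all genes, 87.16% over the 100 most variable genes, 79.6% with a prior count of 0.5, 85.62% without ribosomal and transfer RNA genes and 83.99% over 7 libraries. LP4's position stayed between 0.8085 and 0.8437. The correlation of the AG1319 ratio with pressure was 0.4074 without wild-type subtraction (exact permutation test, p = 0.411), and 0.9618 when the 0.2 MPa assay was left out as well (exact permutation test, p = 0.0167). That of HS524 changed sign with the 0.2 MPa blank replaced (0.1144) and without the 0.2 MPa assay (0.1077), and was never past the threshold.

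For the genes of S4 and S5 Tables, 2118 of 2477 values kept their direction and side of the threshold and 359 kept the direction alone, with 0 reversed. For all 124 genes named, 1110 of 1220 values without a library or culture stayed on their side, and with LP4 included 52 of 121 did. Low counts limit *azuC*, *fepE*, *ybdZ* and *yjjZ*, which were tested in the fit without a filter.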

Differences from the paper's values

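The setting of Fc against the size of a test statistic was one of the tests chosen after the values were seen.

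The paper's Fc column equals the size of the Wald statistic in the authors' deposited table, within 0.0051, for 97 of 101 genes, and equals 2 to the power of the log2 fold change for 0. Fc was therefore set against the size of the test statistic, here from edgeR. An Fc value was counted as differing when it was more than 1 from the statistic and one was over 1.5 times the other, and a log2 fold change when the signs differed or the values were further apart than the larger of the standard error here and the authors' deposited one. On this scale 90 of 101 Fc values did not differ, and 100 of 101 log2 fold changes did not.

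For *fecR* the paper's Fc is 4.22 and the statistic here 6.833, and 12 of 25 alternatives set before the data were examined did not differ. For *fepD* the paper's value is 3.8 and the value here 5.807 (13 of 20 did not differ). For *fepG* it is 5.32 against 8.804 (8 of 24), for *fes* 5.84 against 12.1 (3 of 24), for *insK* 3.32 against 6.103 (8 of 24) and for *nrdH* 5.2 against 10.18 (6 of 24). For *ycfZ* it is 3.85 against 6.549 (10 of 24), for *yddB* 4.36 against 6.713 (17 of 24), for *yjhV* 3.4 against 5.601 (13 of 24) and for *ybiY* 3.26 against 5.555 (8 of 22). The DESeq2 Wald test was among the alternatives that did not differ for each of these 10 genes. For *fes* the others were replicates summed with LP4 and the fit without LP1 and LP2. Upper-quartile factors did not differ for *fepD* and *yddB* and differed for the rest, and RLE factors, robust dispersion, limma-voom and the fit without ribosomal and transfer RNA genes differed for all 10. DESeq2 with a prior on the fold did not differ for all of them but *fes*. LP4 included, alone or with the replicate block, did not differ for *fepD*, *insK*, *nrdH*, *ycfZ*, *yddB* and *yjhV*. Replicates summed did not differ for *fecR*, *fepD*, *fepG*, *yddB* and *yjhV*, and with LP4 for all but *fecR* and *fepG*. The block over 7 libraries did not differ for *fecR* alone, library size alone for *fepD* alone, and the fit without a filter for *fepD* and *yddB*. The fit without LP1 and LP2 did not differ for all 10 genes, and the fits without other libraries or cultures did not differ for some of them, but for none of *fes* and *nrdH*. For *hcp* the paper's Fc is 3.45 and the statistic here 10.44, and 0 of 25 alternatives closed the gap. The authors' deposited table gives a statistic of -9.496 for *hcp*.

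For *tdcA* the paper's log2 fold change is -16.3 and the value here -1.634, and 0 of 25 alternatives came within error of it. The authors' deposited table also gives -1.634 for *tdcA*. For HS524, the paper's coefficient of regression is 0.0019 and the value here 0.0416, and all of the 5 alternatives differed as well.

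The paper counts the class P genes as up-regulated, while here 19 were higher and *yfbS* was lower. It reports no change in cold shock genes, OxyR and *acrA*, and leaves FhuA out of the raised receptors. Its sentence on *acrA* follows one on ArcA as regulator of *cyo* and *sdh*, so *arcA* may be meant. The log2 fold change of *arcA* was -0.64 (adjusted p = 0.000322, edgeR), under the threshold of 3 fold. Here *cspA* had a log2 fold change of 1.12 (adjusted p = 5.83e-05), *oxyR* -0.64 (adjusted p = 0.000339), *acrA* 0.92 (adjusted p = 4.45e-05, edgeR) and *fhuA* 1.15 (adjusted p = 5.4e-05), each under the threshold of 3 fold. The paper links the raised *nrdHIEF* operon to the SOS response, while the list of LexA-repressed genes had a median log2 fold change of -0.05 (limma camera adjusted p = 0.733). The genes *azuC*, *ybdZ* and *yjjZ* were not tested in the fit with the filter on low counts and were called without it. None of the fluorescence ratios of the 6 pressures and of the RT-qPCR folds was over 1.5 times apart from the paper's. For HS524 at 0.2 MPa the paper's fluorescence ratio is 0.98, below 1, and the value here was 1.063, above 1. It was below 1 with the 0.2 MPa blank replaced (0.9485) and without subtraction of the blank (0.9448), and above 1 without wild-type subtraction (1.651) and as the mean of each sample's own ratio (1.069).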

Other observations

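The tests of the Fc column, of the culture numbers and of the fold threshold behind the share of raised genes, and the fluorescence fit without the wild-type subtraction and the 0.2 MPa assay, were chosen after the result was seen.

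The number of called genes, 103, was reached by 1 of 35 splits of the 7 libraries into 4 and 3, the real split itself. The next largest split gave 68. Raised genes (87) were reached by 1 split and genes with an adjusted p under 0.05 (1956) by 1 split. The number of lowered genes, 16, was reached by 2 of 35, a share over 0.05, since the split of HP4, LP1, LP2 and LP3 against the rest gave 55. Lower genes were counted in the group of 4, so these 55 were higher in HP1 to HP3. That split holds the HP difference with its direction turned round, so the share does not tell whether chance gives 16 lowered genes. Medians as far from 0 came from 32 splits for the heat shock list, 9 for the SOS list and 31 for the OxyR list. For the cold shock, SoxRS, Fur, *suf* and *cyo*/*sdh* lists the real split alone was as far, 1 of 35 each.

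Of the called genes 84.5% were higher. Among genes with an adjusted p under 0.05 alone, 51.7% were higher. Scaling centres the fold changes, with a median of -0.0102 over all genes, which largely sets this share, so it does not tell whether the excess rests on the fold threshold. Scaling as the source is argued against, since the scaling that moved the share most, upper-quartile factors, still gave 78%. Other choices moved it further, to 63.4% without HP3 and HP4, 61.8% at a log2 threshold of 1 and 96.8% in the test against the fold itself. The paper proposes few biological replicates as the reason for the excess of raised genes. No biological explanation was tested.

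The paper's Fc column fits the Wald statistic of the authors' deposited table in 97 of 101 genes. In that table 109 genes pass the adjusted p and the log2 threshold of 1.584, and the 101 among them with a statistic of at least 3 are the paper's list. The 8 others include *metT* and *yecT*, at statistics of 2.848 and 2.702.

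Libraries of one culture differed as much as libraries of different cultures. The chi-square per degree of freedom was 7.175 to 26.95 for 3 pairs of one culture and 3.992 to 35.72 for 6 pairs of different cultures, without LP4. Why pairs of one culture differ as much is not settled by setting these values against counting noise. Culture numbers that do not mark shared cultures remain a possible explanation, as the consensus correlation within cultures was -0.0841. Handling of each tube after the culture was divided was not tested.

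In the fluorescence assay at 0.2 MPa, blank wells read 12901 to 35894 and wild-type wells 13072 to 16167, with 12 of 18 blank wells above every wild-type well. In the other 5 assays blanks read 1146 to 3579. The ratio of AG1319 correlated with pressure over 6 pressures (r 0.9726, exact permutation test over pairings, two-sided, p = 0.00278, adjusted 0.00556 over 4 relations). Spearman's rho was 1.0, with the same exact p. Without the 2 pressures farthest from the median r was 0.961. That the relation rests on the 0.2 MPa assay is argued against by r of 0.9689 over the other 5 pressures (exact permutation test, p = 0.0167). Without subtraction of the wild type, r over the 6 pressures was 0.4074 (exact permutation test, p = 0.411). The ratio at 0.2 MPa was then 1.361, while those at the other 5 pressures ran from 1.041 to 1.294. With the 0.2 MPa assay also left out, r without subtraction of the wild type was 0.9618 (exact permutation test, p = 0.0167). For HS524 r was -0.2039 (exact permutation test, p = 0.694, adjusted 0.919).

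By RT-qPCR on 3 technical replicates of 1 culture, *azuC* was 14.76 fold higher in HP and 2.329 fold higher in LP than without pressure, and *entC* 28.91 and 1.369 fold. HP over LP was 6.335 for *azuC* and 21.11 for *entC*, with no biological replicate for a test.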
